# Female mice lacking *Ftx* lncRNA exhibit impaired X-chromosome inactivation and a microphthalmia-like phenotype

**DOI:** 10.1038/s41467-018-06327-6

**Published:** 2018-09-20

**Authors:** Yusuke Hosoi, Miki Soma, Hirosuke Shiura, Takashi Sado, Hidetoshi Hasuwa, Kuniya Abe, Takashi Kohda, Fumitoshi Ishino, Shin Kobayashi

## Abstract

X-chromosome inactivation (XCI) is an essential epigenetic process in female mammalian development. Although cell-based studies suggest the potential importance of the *Ftx* long non-protein-coding RNA (lncRNA) in XCI, its physiological roles in vivo remain unclear. Here we show that targeted deletion of X-linked mouse *Ftx* lncRNA causes eye abnormalities resembling human microphthalmia in a subset of females but rarely in males. This inheritance pattern cannot be explained by X-linked dominant or recessive inheritance, where males typically show a more severe phenotype than females. In *Ftx*-deficient mice, some X-linked genes remain active on the inactive X, suggesting that defects in random XCI in somatic cells cause a substantially female-specific phenotype. The expression level of *Xist*, a master regulator of XCI, is diminished in females homozygous or heterozygous for *Ftx* deficiency. We propose that loss-of-*Ftx* lncRNA abolishes gene silencing on the inactive X chromosome, leading to a female microphthalmia-like phenotype.

## Abstract (web summary)

Although *Ftx* lncRNA has been linked to X-chromosome inactivation, its physiological roles in vivo remain unclear. Here the authors show that deletion of mouse *Ftx* causes eye abnormalities similar to human microphthalmia in a subset of female mice but rarely in males and provide evidence that *Ftx* plays a role in gene silencing on the inactive X chromosome.

## Introduction

X-chromosome inactivation (XCI), a unique epigenetic gene-regulating process in female mammals, equalizes X-linked gene expression between the sexes by inactivating one of the two X chromosomes in female eutherian mammals. XCI is essential for normal mammalian development because a double dose of X-linked gene products causes embryonic death^1^. One of the critical regulators of XCI is the *Xist* long non-protein-coding RNA (lncRNA), which is expressed from the inactive X chromosome and acts as the trigger for chromosome-wide silencing^1,2^. So far, several mouse lines with XCI defects have been reported, such as *Xist-*, *Tsix-* and *Rnf12*-deficient mice^1,3–5^. These mutant female mice always show embryonic death in utero.

In addition to *Xist*, the involvement of some other lncRNAs has been proposed for silencing the entire X chromosome, e.g., *Jpx*, *Ftx*, *Linx*, *Tsix*, *Xist-AR* and *Xite* lncRNAs^6^. One such candidate lncRNA is *Ftx*, which we and others have reported as a possible regulator of XCI^7,8^. We are particularly interested in *Ftx* for the following reasons. First, *Ftx* starts its expression predominantly in female preimplantation embryos when XCI first occurs. Furthermore*, Ftx* is imprinted so that it is expressed only from the paternally derived X chromosome (X^P^), like *Xist* at these stages. In mice, there are two forms of XCI: imprinted and random. Imprinted XCI is initiated in preimplantation embryos and involves silencing of the X^p^ in all cells, whereas random XCI of either the X^p^ or X^m^ (maternally derived X) chromosomes is initiated in the epiblast lineage after implantation^9–13^. Thus, *Ftx* is expressed from an inactive X at preimplantation stages. Second, *Ftx* is located within a cis-acting regulatory locus on the X chromosome, referred to as the “X-inactivation centre (Xic)”, which is essential as a genomic element for XCI^14,15^. Third, apart from our study, Chureau et al. proposed that the *Ftx* lncRNA is an upregulator of *Xist*, as deletion of the *Ftx* promoter led to decreased *Xist* expression in male embryonic stem (ES) cells^7^. However, its role in female XCI remains to be elucidated.

To investigate its role in XCI, we generated *Ftx*-deficient mice^16^. Based on *Ftx* expression patterns at preimplantation embryo stages, we previously analysed its function in imprinted XCI. When the targeted allele was transmitted paternally, the *Ftx* expression was lost in female embryos heterozygous for the *Ftx* mutation. However, as far as we examined, *Ftx* deficiency had no apparent effects on imprinted XCI at preimplantation stages^16^.

In this study, we examine the function of *Ftx* in vivo after implantation, particularly its potential importance in random XCI. We find that female mice homozygous for *Ftx* deficiency are viable and fertile, contrasting with the early embryonic death commonly observed in XCI mutants. Intriguingly, a subset of *Ftx*-deficient mice displays an obvious defect in eye development reminiscent of microphthalmia in humans. Its inheritance pattern is unusual in that it occurs substantially only in female but not in male mice. Female mice deficient in *Ftx* fail to silence genes properly on the inactive X chromosome, with the expression level of *Xist* being diminished. Such misexpressed genes are not clustered but scattered across the X chromosome, indicating that *Ftx* could be involved in appropriate regulation of X chromosome inactivation. We propose that a functional loss-of*-Ftx* lncRNA abolishes the proper silencing of genes on the inactive X chromosome, which can directly or indirectly cause a microphthalmia-like phenotype in a substantially female-specific manner.

## Results

### Eye defects in *Ftx*-deficient mice with unusual inheritance

We reported previously that *Ftx* was imprinted and expressed predominantly in female blastocysts at the preimplantation stage^8^ (Supplementary Fig. 1a). Here we examined *Ftx* expression patterns in post implantation embryos as well as adult tissues (Supplementary Fig. 1a–c). *Ftx* was expressed in both males and females, indicating that *Ftx* had lost its imprinted status (Supplementary Fig. 1a, b). To examine the allelic expression pattern of *Ftx* in female embryos, we took advantage of DNA polymorphisms in F1 female mouse embryonic fibroblasts (MEFs) heterozygous for a *Xist* null mutation (*Xist*^–/+^), in which the wild-type (WT) X chromosome derived from *Mus mus molossinus* (X^+JF1^) is inactivated selectively because the mutated *Xist*-deficient X of *M. m. musculus* origin (X^–B6^) never undergoes XCI. As shown in Supplementary Fig. 1d, *Ftx* was expressed from both the active and inactive X chromosomes, indicating that it escaped random XCI. To examine the effects of functional deficiency of *Ftx* in female offspring, we crossed heterozygous female with hemizygous male mice. All the mating experiments produced offspring at the expected Mendelian ratios, and no apparent abnormalities were observed in litter sizes (Supplementary Table 1). Homozygous female mice, in which *Ftx* expression was completely lost (Supplementary Fig. 1e), were viable and fertile. However, to our surprise, some of the *Ftx*-deficient mice showed abnormalities in eye development (Fig. 1a). When we removed the eyes surgically, we found they were very small or almost absent.

**Fig. 1:**
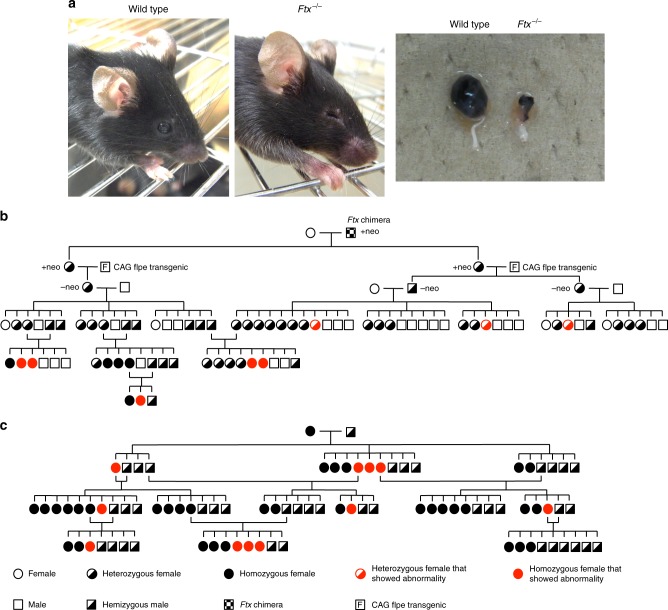
Eye abnormalities in *Ftx*-deficient mice showed an unusual X-linked inheritance pattern. **a** Side view of wild-type (WT) and *Ftx*^*–/–*^ adult female mice. The right most panel shows the surgically removed eyes from WT and *Ftx*^*−/−*^ adult female mice respectively. **b** A pedigree obtained from an analysis of an *Ftx*-deficient chimera. **c** A pedigree is shown for the outcomes of crossing homozygous female with hemizygous male mice

The pedigree chart from a male chimera showed that the phenotype was observed in female mice but not in hemizygous (*Ftx*^–^/Y) male mice, indicating that the inheritance pattern matched neither X-linked dominant nor recessive mutations (Fig. 1b, c; individuals showing eye abnormalities are marked with red). This is unusual for the X-linked phenotype, because both X-linked dominant and recessive mutations usually show more severe phenotypes in hemizygous male than in heterozygous female mice. In addition, some female mice heterozygous for the *Ftx* mutation also showed this abnormal eye phenotype regardless of the parental origin of the targeted allele, indicating that the inheritance pattern did not fit with a model of genomic imprinting (Fig. 1b). The pedigree shown in Fig. 1c also shows that daughters of affected mothers were not necessarily affected. Thus, the *Ftx* mutation presents a very unusual inheritance pattern where the abnormal eye phenotype appeared stochastically only in a subset of homozygous females (*Ftx*^–/–^), with 5 (Fig. 1b) and 11 (Fig. 1c) mice affected. Three heterozygous female (*Ftx*^+/–^, *Ftx*^–/+^) mice were affected (Fig. 1b) but no hemizygous male mice were affected (Fig. 1b, c).

### No phenotype in mice deficient in both *miRNA374* and *miRNA421*

Because intron 12 of the *Ftx* lncRNA harbours two microRNAs—*miRNA374* and *miRNA421—*our scheme targeting *Ftx* abolished not only *Ftx* lncRNA but also *miRNA374/421* expressions on the targeted X chromosome (Fig. 2a; middle panel)^16^. To clarify whether the observed eye phenotype was caused by a loss-of-*Ftx* lncRNA or miRNAs, we generated double knockout (DKO) mice deficient for both *miRNA374* and *miRNA421* (*miRNA374/421* DKO) (Fig. 2a lower panel; b–f). Female mice heterozygous for *miRNA374/421* DKO were crossed with male mice hemizygous for this DKO (Supplementary Table 2). We confirmed that homozygous DKO lacked the expression of both *miRNA374* and *miRNA421* (Fig. 2f), and the deletion did not show obvious effects on the expression of the host transcript: *Ftx* lncRNA (Supplementary Fig. 1f). Then, we examined the incidence of gross eye abnormalities at weaning. None of the mice deficient in *miRNA374/421* showed overt abnormalities in the eye (Fig. 2g, *miRNA374/421* DKO), while eye abnormalities were observed in 7.1% and 17% of the female mice heterozygous and homozygous for the *Ftx* mutation, respectively (Fig. 2g, *Ftx* KO #64). A similar result was obtained in another *Ftx*-deficient line generated using the ES cell line #77. These findings demonstrated that the eye abnormalities were caused by the elimination of *Ftx* but not by *miRNA374/421*.

**Fig. 2:**
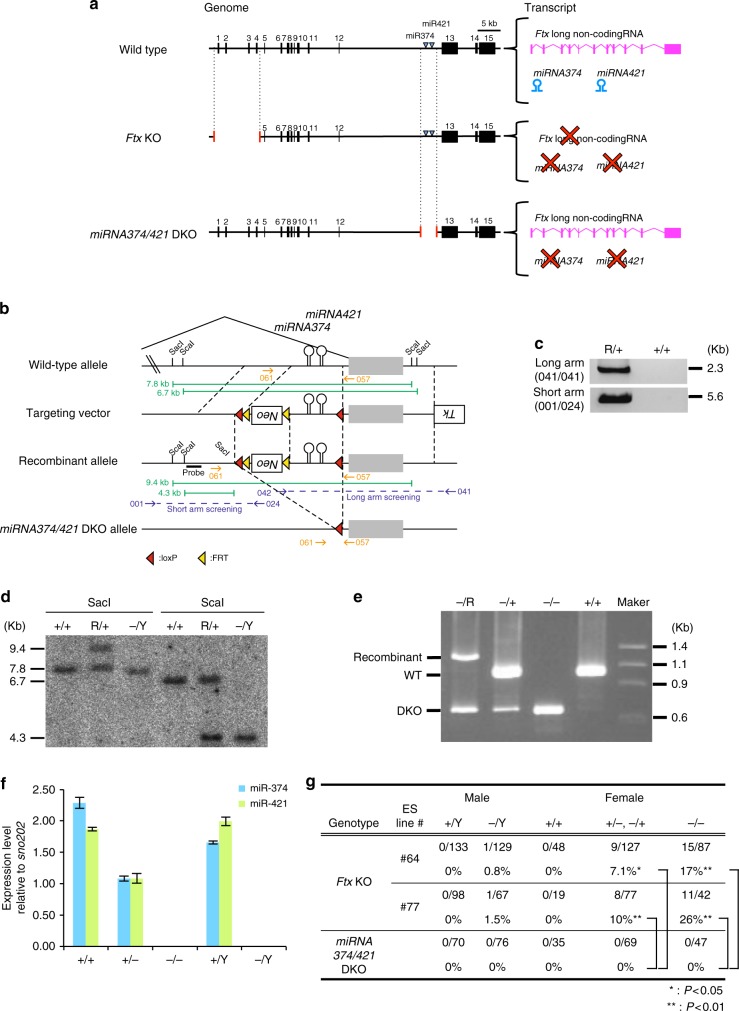
Mice doubly deficient for *miRNA374* and *miRNA421* showed no particular phenotype. **a** Map of the WT, *Ftx*-deficient (*Ftx* KO) allele, and *miRNA374/421*-doubly deficient (*miRNA374/421*-DKO) allele. The expression of both lncRNA *Ftx* and two microRNAs—*miRNA374* and *miRNA421—*were lost in the *Ftx*-targeted allele. **b** Scheme for generating the miRNA374/421-DKO allele. The neomycin-resistance gene (*Neo*) was used as a positive selection marker. Yellow and red triangles indicate FRT and loxP sites, respectively. **c** Homologous recombination was confirmed by PCR. The PCR primers (001, 024, 041 and 042) used for genotyping are depicted in **b**. R, recombinant allele. **d** Homologous recombination was confirmed by southern blotting. The probe position is denoted as a thick black rectangle in **b**. Genomic DNA was digested with SacI (left) and ScaI (right). **e** Cre-loxP-mediated recombination was confirmed by PCR. The PCR primers (061 and 057) used for genotyping are depicted in **b**. R, recombinant allele. Marker lane: size marker DNA, ΦX174/Hae III digest. **f** The expression levels of miRNA374 and miRNA421 were quantified by RT–qPCR in adult mouse kidneys (*n* = 3) of WT females (+/+), heterozygous females (+/–), homozygous females (–/–), WT males (+/Y) and hemizygous males (–/Y). Error bars, s.d. **g** The frequency of gross eye abnormalities in *Ftx-*deficient and *miRNA374/421*-DKO mice at weaning. The abnormalities were only observed in *Ftx*-deficient (–/+, +/– and –/–) mice but not in *miRNA374/421*-DKO (–/+, +/– and –/–) mice (*χ*^2^-tests; *P < .05; **P < .01)

### Human microphthalmia-like phenotype in *Ftx*-deficient mice

To analyse the eye abnormalities in more detail, we isolated *Ftx*^–/–^ embryos at different stages of development. The abnormalities had already become evident in some foetuses by embryonic day (E) 15.5 and E13.5 (Fig. 3a). As these eye abnormalities were variable, we classified the severity of the phenotypes into three categories: type 1, normal; type 2, mild; and type 3, severe (see details in Fig. 3a legend). As was the case at the weaning stage, these eye abnormalities were common in the embryos from *Ftx*^–/–^ mutants (Fig. 3b; types 2 and 3) but not in those for *miRNA374/421* DKO mutants (Fig. 3b; *miRNA374/421*-DKO^–/–^). Male *Ftx*^–^/Y embryos almost never showed abnormalities (Fig. 3b, type 2 *Ftx*^–/–^ vs. *Ftx*^–^/Y, *P* < .01; type 3 *Ftx*^–/–^ vs. *Ftx*^–^/Y, *P* < .05).

**Fig. 3:**
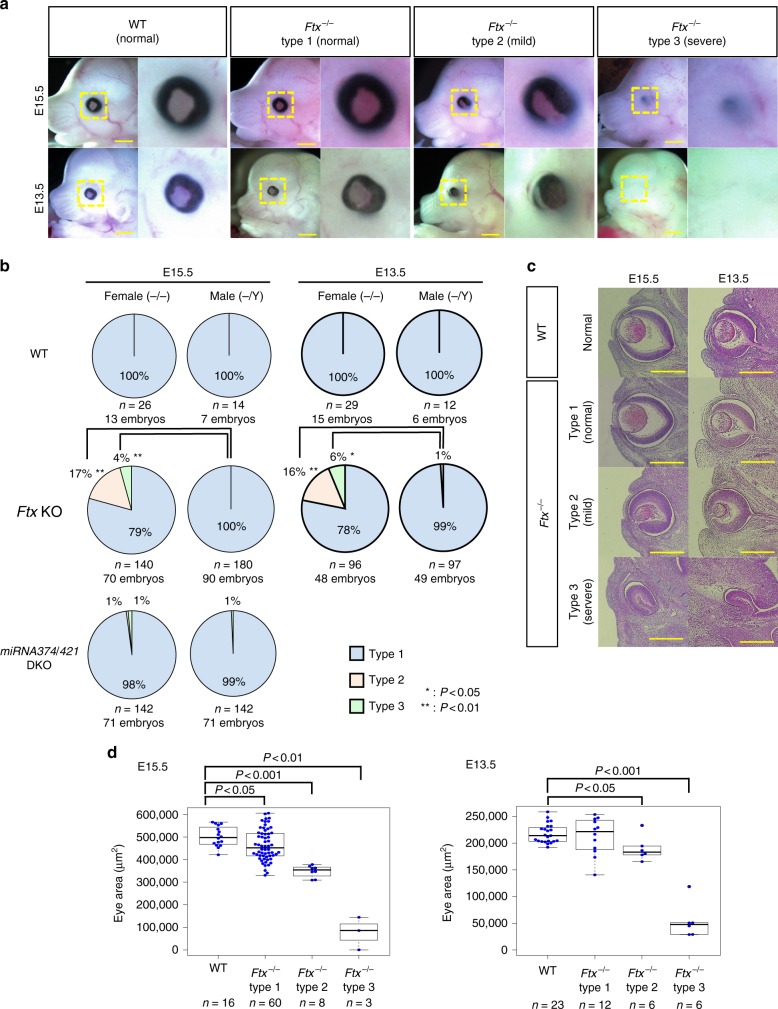
The eye abnormalities of *Ftx*^–/–^ mice closely resemble human microphthalmia. **a** Classification of phenotypic variation in the *Ftx*^–/–^ eyes. The yellow boxed areas are shown enlarged in the right panels. Abnormalities were classified into three types by their appearance: type 1 (normal) eyes were similar to WT eyes; in type 2 (mild) there was absent tissue or a gap in the iris; and in type 3 (severe) there was no eye visible on the face. Scale bar = 1 mm. **b** The frequency of abnormalities in the WT, *Ftx*-deficient (^–/–^ or ^–^/Y) and *miRNA374/421-*DKO embryos (^–/–^ or ^–^/Y). Differences between *Ftx-*deficient male and female mice were statistically significant for type 2 and type 3 abnormalities (*χ*^2^-tests; *P < .05, **P < .01). **c** HE-stained sections of WT and *Ftx*^–/–^ eyes at embryonic day (E) 15.5 and E13.5. Scale bar = 1 mm. **d** Small ocular size in the *Ftx*^–/–^ mice at E15.5 and E13.5. A subset of WT and KO eyes classified by their appearance in Fig. 3b was analysed. The analysed number of each type is shown at the bottom of the column. The box represents the median, 25th and 75th percentiles; whiskers indicate the maximum and minimum values. The sizes of eyes in HE-stained sections were measured using Image J software. The mean eye size was significantly different between the *Ftx*^–/–^(type2 and 3) and WT embryos (two-tailed, unequal variance *t*-test)

For further characterization of the abnormalities, we performed histological analysis of the eyes isolated from each class of the mutants (Fig. 3c). Morphology of the sectioned eye in type 1 *Ftx*^–/–^ embryos was indistinguishable from that in WT embryos, as far as we observed. In type 2 mutants, several malformations were observed in the anterior segment of the eye, although the layers of the neural retina appeared to be organized normally. Combined with this histological observation, large defects in the ocular tissues, typically the absence of tissues, or gaps in the iris, were commonly observed in type 2 eyes (Fig. 3a), indicating that these defects closely resemble human ocular defects known as “coloboma of the iris”. Colobomas result from an aberrant closure of the embryonic fissure of the optic cup, and appear as a congenital gap in the iris^17^. This condition is frequently associated with small eyes (microphthalmia) or their complete absence (anophthalmia) as part of an interrelated spectrum of developmental eye anomalies^18^ (OMIM #120200). Type 3 mutants showed severe histological abnormalities in eyes wherein a lens was not formed, but retinal epithelial tissue was formed inside the body (Fig. 3c). It resembled the human phenotype of severe microphthalmia or anophthalmia^19^. Furthermore, measuring the size of the eyes using haematoxylin and eosin (HE) staining of sections confirmed that types 2 and 3 eyes were significantly smaller than those in WT embryos (Fig. 3d). Taking these findings into consideration, we conclude that eye abnormalities of *Ftx*^–/–^ mice appear to closely resemble human microphthalmia.

### *Ftx*^*–/–*^ mice exhibited partial failure of XCI

Why were only female offspring affected adversely by functional loss of *Ftx* in their eyes? Given that the phenotype was almost entirely specific to female mice and that *Ftx* is one of the non-coding Xic genes proposed to be involved in the regulation of *Xist*, it was of interest to determine XCI status in female mice homozygous for the *Ftx* mutation. We compared gene expression patterns of WT and type 1 *Ftx*^–/–^ eyes (at E13.5) using a DNA microarray (Fig. 4a). 

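The DNA microarray measured RNA from whole eyes of normal appearance, with the pigmented epithelial layer removed, on 1-colour (Cy3) Agilent arrays that carry 59305 probe spots for 55681 different probes. Of these probes, 52622 are autosomal, 2215 X-linked and 26 Y-linked by the positions the files give (mm9). The 31 arrays analysed here hold 3 WT female, 3 WT male and 3 *Ftx*-/Y male eyes with 1 array each, and 11 *Ftx*-/- female eyes with 2 arrays each. The WT female eyes are numbered 1, 2 and 4. The authors deposited, for every spot, the intensity given by the scanner software, which had subtracted the background and had not been normalized between arrays. The median intensity of the probe spots was 46.6 to 67.4 on the WT female arrays (median 56.0), 47.0 to 61.6 on the WT male arrays (median 53.7), 34.8 to 39.7 on the *Ftx*-/Y arrays (median 36.9) and 34.2 to 75.0 on the *Ftx*-/- arrays (median 40.5). Between 48.2% and 70.4% of the spots were well above background on the *Ftx*-/- arrays, and between 54.7% and 65.3% on the WT female arrays. The arrays share 4 slides. All WT eyes and *Ftx*-/Y eye 1 were on slide 1, *Ftx*-/Y eyes 2 and 3 and *Ftx*-/- eyes 1 to 3 on slide 2, *Ftx*-/- eyes 4 to 7 on slide 3 and eyes 8 to 11 on slide 4, so no slide holds both WT and *Ftx*-/- females. Slide 1 was also scanned apart from the others.

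The intensities were normalized here with the quantile-spline method that the paper's methods name, spots of one probe were averaged, and the 2 arrays of one *Ftx*-/- eye were averaged on the log2 scale, so that each eye counts once. The 2 arrays of an eye had a correlation between 0.994 and 0.999. The 14031 probes with a mean signal above 500 in WT females, the minimum stated in Supplementary Data 1, were tested. Groups were compared with limma on log2 values in a single fit over all 20 eyes. The number of eyes limits the precision. The median standard error of a log2 fold change was 0.093 in the female comparison and 0.12 in the male comparison.

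Genotype and sex were checked on probes that need not reach this minimum. The *Ftx* probe A_55_P2175002 was well above background on 3 of 3 WT female and 3 of 3 WT male arrays, on 0 of 3 *Ftx*-/Y arrays and on 9 of 22 *Ftx*-/- arrays. Its signal was 101 ± 44.9 (SD, n = 3) in WT and 21.7 ± 11.0 (SD, n = 11) in *Ftx*-/- females, lower with an adjusted p of 0.0015 from limma over all 55627 probes. On the other *Ftx*-/- arrays it was not well above background, so the log2 fold change of -2.28 is not an exact size. In *Ftx*-/Y males it was at least 3.70-fold lower than in WT males. Another *Ftx* probe, A_55_P2175007, was well above background on 2 of 3 WT female, 0 of 3 WT male, 0 of 3 *Ftx*-/Y and 1 of 22 *Ftx*-/- arrays. It was also lower in *Ftx*-/- than in WT females (limma adjusted p = 0.00092), and with no male array well above background it cannot decide in males. On array 2 of *Ftx*-/- eye 10 its log2 signal was 5.93, above the highest WT female at 5.63. The *Xist* probe A_30_P01022001 was at background in all male eyes, at least 416-fold below the WT females. The Y-linked probe for *Eif2s3y* had a signal of 1806 ± 213 (SD, n = 3) in WT males and 1750 ± 283 (SD, n = 3) in *Ftx*-/Y males.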

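In *Ftx*-/- females, 3718 of the 14031 probes passed both of the paper's criteria (fold change above 1.2 or below 0.8, and unadjusted p under 0.05, here from limma), and 4922 had an adjusted p under 0.05, 2359 higher and 2563 lower than in WT. In *Ftx*-/Y males, 778 probes passed the same criteria and 3 had an adjusted p under 0.05. When the difference between the female and the male change was itself tested, limma called 0 probes at an adjusted p under 0.05, and 1953 had an unadjusted p under 0.05. The number of mutant eyes differs between the sexes, so 3 of the 11 *Ftx*-/- eyes were drawn 100 times. The draws gave 3164 to 5312 probes past the criteria, with a median of 3826, and 0 draws gave as few as the male comparison. The female and male log2 fold changes had a correlation of 0.63 across probes, which are not independent replicates, and 85.6% of the probes called in females moved the same way in males. Among the alternatives, a term for the slide, whose step from slide 1 to the others only the *Ftx*-/Y males can estimate, moved the adjusted count in females most, to 11 probes.

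**Figure D1:**
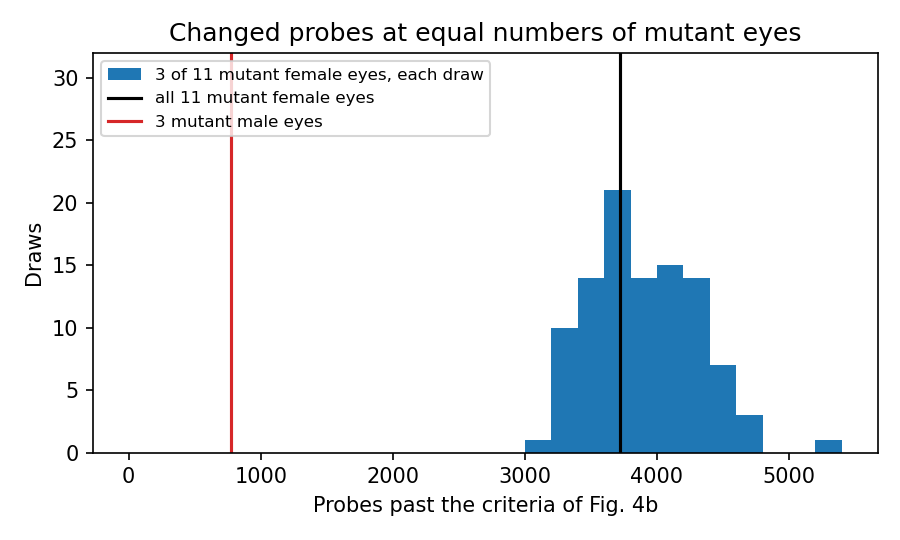
Histogram of the number of probes past both criteria (horizontal axis) over 100 draws of 3 *Ftx*-/- eyes (vertical axis, draws). Lines mark the 3718 probes with all 11 *Ftx*-/- eyes and the 778 probes with the 3 *Ftx*-/Y eyes, and the draws lie between 3164 and 5312.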

The results demonstrated that altered expression was exhibited by a large number of genes in the mutant females, but by far fewer genes in the hemizygous mutant males. Altered expression patterns (*Ftx*^–/–^ vs. WT females and *Ftx*^–^/Y vs. WT males) are shown as upregulated and downregulated genes in Fig. 4b (upper panels show autosomal genes; lower panels show X-linked genes) and as a scatter plot in Fig. S2. 

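Of the autosomal probes, 1793 were higher and 1791 lower in *Ftx*-/- than in WT females, which is 13.4% of the 13379 tested in each direction, and 469 were higher and 279 lower in *Ftx*-/Y than in WT males. The largest rise among autosomal probes with an adjusted p under 0.05 in females and the same direction in all 11 eyes was that of *Ermn* (A_55_P2136752, chromosome 2), with a signal of 557 ± 46.5 (SD, n = 3) in WT and 3770 ± 2834 (SD, n = 11) in *Ftx*-/- eyes, and a log2 fold change of 2.35 (standard error 0.68, limma adjusted p = 0.0118). *Ralgps1* (A_55_P2094626, chromosome 2) followed with a log2 fold change of 1.66 (limma adjusted p = 0.00279). The largest fall was that of *BC049265* (A_66_P119735, chromosome 7), whose signal was 582 ± 41.3 (SD, n = 3) in WT and 109 ± 37.5 (SD, n = 11) in *Ftx*-/- eyes, a log2 fold change of -2.49 (standard error 0.34, limma adjusted p = 6.5e-05). *Fgf6* (A_55_P2073617, chromosome 6) had a log2 fold change of -1.89 (limma adjusted p = 0.000282). In males these 4 probes moved the same way in 3 of 3 *Ftx*-/Y eyes, by 1.44, 1.03, -1.40 and -1.29 on the log2 scale, and none passed the adjusted threshold there. *Ermn* was also high in 1 WT eye. Its signal in WT males was 1688 ± 2014 (SD, n = 3), with log2 values of 9.16, 8.90 and 11.97 in WT males 1, 2 and 3. WT male 3 lay above all 3 *Ftx*-/Y eyes, which had 11.24 to 11.56. Probes with GAA repeats were also highest in WT male 3. They were lowest in *Ftx*-/- female 2, which was also the lowest *Ftx*-/- eye for *Ermn* (9.34). The rise of *Ermn* therefore cannot be set down to the genotype alone. The 3 probes with an adjusted p under 0.05 in males were *Pfkfb3* (log2 fold change 0.75), *Ak4* (0.73) and *Taf15* (-1.13), each with a limma adjusted p of 0.0351.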

Many X-linked genes were markedly altered in their expression in female mice, but far fewer were altered in male mice.

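Of the 530 X-linked probes tested, 90 were higher and 44 lower in *Ftx*-/- than in WT females, and 25 were higher and 5 lower in *Ftx*-/Y than in WT males. In females 17.0% of the X-linked probes were called higher, against 13.4% of the autosomal probes (odds ratio 1.32, Fisher's exact test p = 0.0232, two-sided, with probes taken as independent). In males the shares were 4.72% and 3.51% (odds ratio 1.36, Fisher's exact test p = 0.149). After adjustment over all probes 112 X-linked probes were higher and 64 lower in females, and 0 in males by limma, where 67 had an unadjusted p under 0.05. Of the 90 probes called higher in females, 80 also rose in *Ftx*-/Y males on average.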

**Fig. 4:**
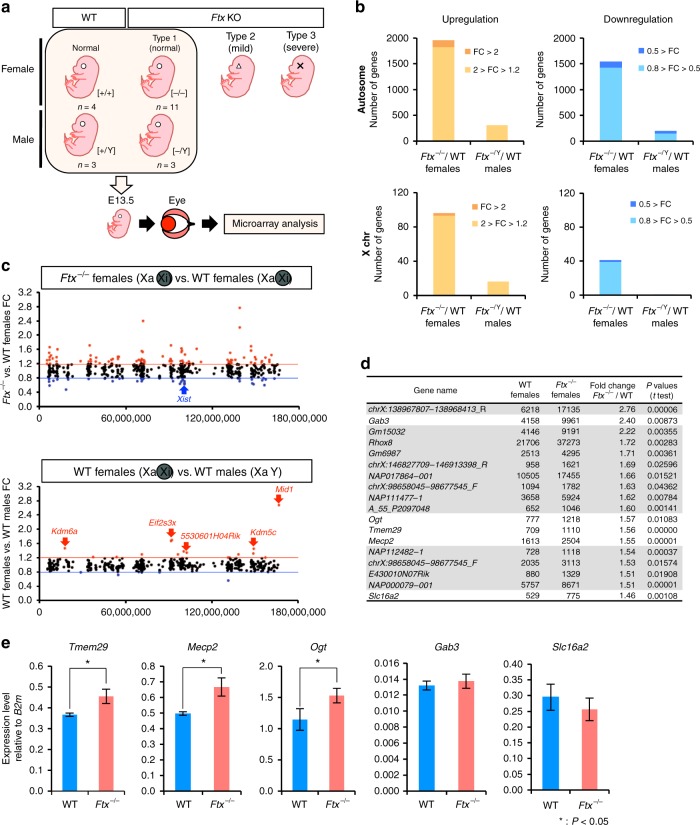
Analysis of the transcriptomes of eyes from *Ftx*^–/–^ mice. **a** Scheme for microarray analysis. WT female eyes (*n* = 4), WT male eyes (*n* = 3), *Ftx*^–/–^ female eyes (type 1, *n* = 11) and *Ftx*^–^/Y male eyes (type 1, *n* = 3) were used for the analysis. All eyes were removed from E13.5 embryos and were of normal appearance. **b** Numbers of genes whose expression level altered between WT and *Ftx*-deficient mice. Comparing between WT and *Ftx*^–/–^ female mice or between WT and *Ftx*^−^/Y male mice, the numbers of upregulated genes (fold change, FC, >1.2, *P* < 0.05) and downregulated genes (FC < 0.8, *P* < 0.05) are shown respectively (upper, autosomal genes; lower, X-linked genes). A two-tailed, unequal variance *t*-test (*P* < .05, WT *n* = 3 vs. KO *n* = 11) was used for statistical analysis to calculate FC values. **c** Physical location map of X-linked genes on the X chromosome. FC values of the *Ftx*^–/–^ females vs. WT females are plotted in the upper panel, and FC values of WT females vs. WT males are plotted in the lower panel. Red dots show upregulated genes with FC >1.2, and blue dots show downregulated genes with FC < 0.8. Red arrows show genes known to escape from XCI. Xa, active X chromosome; Xi, inactive X chromosome marked with shaded circles. *Ftx* was not indicated in this panel because of its low signal intensity (signal intensity <500). **d** List of upregulated X-linked genes sorted in descending order of their FC values. The grey rows show genes containing repetitive sequences. Lists of all the X-linked genes and autosomal genes (signal intensity >500) are provided in Supplementary Data 1 and 2, respectively. **e** RT–qPCR analysis of *Tmem29, Mecp2, Ogt, Gab3* and *Slc16a2* in WT and *Ftx*^–/–^ eyes (*n* *=* 3, E13.5). Significance levels of the mean differences between WT and *Ftx*^–/–^ eyes were calculated using two-tailed, unequal variance *t*-tests. Error bars, s.d.; *B2m*, beta-2 microglobulin

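The t-test that the methods name (two-tailed, unequal variance, on linear signal) was also run on these probes. With 1 value per eye it called 1714 autosomal probes higher and 1401 lower in mutant females, and 248 higher and 144 lower in mutant males, with 13 X-linked probes higher in the males. With each of the 22 mutant female arrays counted as a replicate it called 93 X-linked probes higher and 39 lower.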

To analyse the distribution of these affected genes along the X chromosome, the fold changes (FCs) of each X-linked gene in the mutant female mice (*Ftx*^–/–^/WT) were plotted according to a physical map of the X chromosome. 

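The X-linked probes tested start between 5631752 and 166428452 on the X chromosome of mm9. When the chromosome was divided into 9 intervals of 20 Mb, each of them held at least 1 probe called higher in *Ftx*-/- females, and the share called higher was between 7.14% and 20.0% of the probes tested in an interval. The lowest share came from the last interval, from 160 Mb, which holds 14 probes with 1 called. Between 120 and 140 Mb, 16 of 80 probes were higher and 2 were lower.

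**Figure D2:**
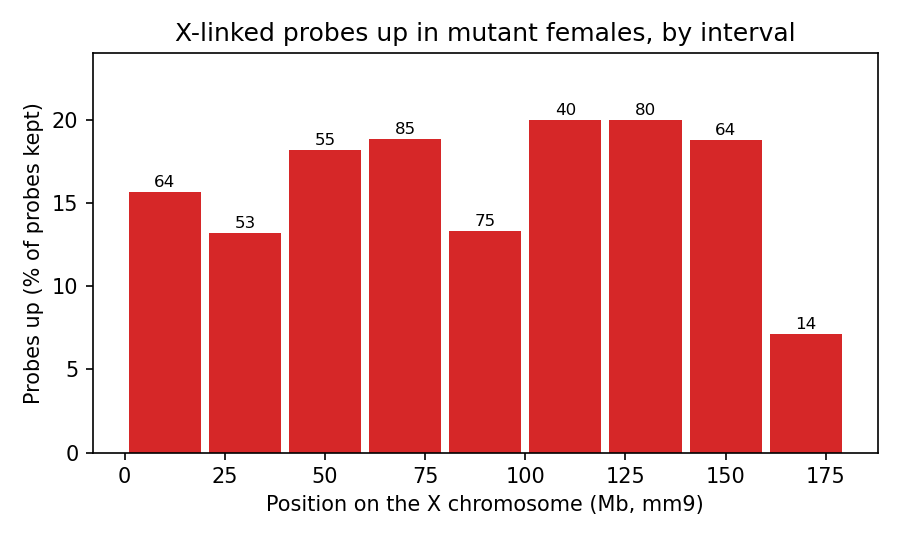
Percent of the X-linked probes tested that were called higher in *Ftx*-/- females (vertical axis) in intervals of 20 Mb along the X chromosome (horizontal axis, mm9), with the number of probes tested above each bar. Shares lie between 7.14% and 20.0%.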

As shown in Fig. 4c, several upregulated genes were detected throughout the entire X chromosome (Fig. 4c, upper panel: 93 genes marked as red dots, *Ftx*^–/–^ vs. WT females; FC > 1.2, *P* < .05). We consider these genes to be candidates for those “escaping” XCI in a manner specific to female mice homozygous for the *Ftx* mutation. 

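WT females were compared with WT males on the same 530 X-linked probes, all 6 eyes being on slide 1. The fold change lay between 0.8 and 1.2 for 476 probes (89.8%; 75.5% to 89.8% when each of the 3 WT female eyes was taken alone), above 1.2 for 36 and below 0.8 for 18. Of the autosomal probes 91.0% lay in the same range. *Kdm5c* (A_51_P477902) was higher in WT females by 0.53 on the log2 scale (standard error 0.11, limma adjusted p = 0.088), *Kdm6a* (A_52_P551707) by 0.55 (adjusted p = 0.38 from limma), *5530601H04Rik* (A_55_P2085460) by 0.43 (adjusted p = 0.22 from limma) and *Mid1* (A_55_P2337073) by 1.15 (standard error 0.77, limma adjusted p = 0.65). The 2 probes for *Eif2s3x* went opposite ways, A_55_P2093764 with a log2 fold change of 0.72 (limma adjusted p = 0.22) and A_51_P305532 with one of -0.89 (limma adjusted p = 0.055). With an adjusted p under 0.05, 8 X-linked probes were higher in WT females. These were the 7 *Xist* probes and A_55_P2132358 for *2610029G23Rik* (log2 fold change 0.67), named here after its value was seen. In *Ftx*-/- against WT females *Kdm5c* had a log2 fold change of -0.24, and *Kdm6a*, *Mid1* and *5530601H04Rik* changes between -0.07 and 0.07. The *Eif2s3x* probes had -0.22 (A_55_P2093764, lower in 10 of 11 eyes) and -0.09 (A_51_P305532).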

Comparisons between WT female and WT male mice (Fig. 4c, lower panel) support this hypothesis: first, most genes were classified within the range of 0.8 < FC < 1.2; second, five known gene “escapees” were included in those genes with FC > 1.2, indicating that the microarray analysis appeared to be sensitive enough to detect these anomalies in XCI. Taking these findings together, these results suggest that some of the X-linked genes failed to be inactivated and were overexpressed in *Ftx*^–/–^ female mice.

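As a set, the X-linked probes had a median log2 fold change of 0.05 in *Ftx*-/- females and the autosomal probes one of -0.02, a difference of 0.07 (p = 0.0367 from limma's camera with its preset correlation, p = 0.000725 from limma's fry, and p = 0.0797 from camera with an estimated correlation). Taken alone, each of the 11 *Ftx*-/- eyes had a difference above 0, from 0.03 to 0.09, and the 3 WT female eyes lay between -0.03 and 0.02. In *Ftx*-/Y males the difference was 0.02 (camera p = 0.148), above 0 in 3 of 3 eyes. The WT male eyes lay between -0.024 and 0.045. The highest, WT male 3, lay above all 3 *Ftx*-/Y eyes and above *Ftx*-/- eyes 3 (0.043) and 8 (0.032). The difference between the sexes was 0.04 and did not pass the threshold (camera p = 0.131, fry p = 0.293). The X-linked probes have a mean GC content of 41.0% and the autosomal probes one of 42.6%, and with the trend of each eye's values with GC content taken out the difference in females was 0.02 (camera p = 0.357). From the X-linked genes higher in mutant females and from the comparison of WT females with WT males, the paper proposes that some X-linked genes failed to be inactivated in *Ftx*-/- females.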

Figure 4d shows a list of genes differentially expressed between *Ftx*^–/–^ and WT female mice. Excluding genes containing repetitive sequences, five out of 18 listed genes showed more than a 1.4-fold (140%) increase in their expression levels. 

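Of the 90 X-linked probes called higher in *Ftx*-/- females, 16 had a fold change above 1.4, and 15 of these have no repeat in the probe's sequence. *Tmem29* (A_52_P475870) had a signal of 709 ± 15.7 (SD, n = 3) in WT and 1111 ± 94.7 (SD, n = 11) in *Ftx*-/- eyes, a log2 fold change of 0.64 (standard error 0.076, limma adjusted p = 2.9e-05). *Ogt* (A_51_P261107) rose by 0.64 (standard error 0.17, limma adjusted p = 0.00671). Both were higher than the WT female mean in 11 of 11 *Ftx*-/- eyes. The WT male means, 870 ± 78.7 for *Tmem29* and 1019 ± 85.9 for *Ogt* (SD, n = 3), lay between those of WT and *Ftx*-/- females. With single WT or *Ftx*-/Y eyes left out, the limma adjusted p of *Ogt* rose to 0.0804 at most. *Gab3* (A_55_P2029902) had a log2 fold change of 0.99 with a standard error of 0.53, and was higher in 9 of 11 eyes (limma adjusted p = 0.155). With a term for the slide none of these 3 genes passed the adjusted threshold. *Gm15032* (A_52_P234910) rose by 0.99 (limma adjusted p = 0.0386), *E430010N07Rik* (A_55_P2277825) by 0.58 (limma adjusted p = 0.0374), *Gm6987* (A_52_P629037) by 0.68 (limma adjusted p = 0.0514) and *Rhox8* (A_55_P1981829) by 0.66 (limma adjusted p = 0.189). Among X-linked probes with an adjusted p under 0.05 and the same direction in all 11 eyes, the largest rise was that of A_30_P01031213 (log2 fold change 1.40, limma adjusted p = 0.000593) and the largest fall that of A_55_P2040773 (-1.50, limma adjusted p = 0.000407), which the files pair with no gene name, and *Mtap7d2* (A_66_P128058) fell by 0.80 (limma adjusted p = 0.0129).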

Quantitative reverse transcription polymerase chain reaction (RT–qPCR) was carried out to re-examine their expression levels. Of these, three genes—*Tmem29*, *Mecp2* and *Ogt—*were significantly expressed at higher levels in *Ftx*^–/–^ female mice than in WT mice (Fig. 4e). No significant increases were detected in *Gab3* or *Slc16a2*, presumably because of their low expression levels and/or non-ideal probe design.

We also studied whether XCI was actually impaired in *Ftx*^–/–^ females. RNA fluorescent in situ hybridization (FISH) was carried out for nascent RNA of the three candidate escapee genes: *Tmem29*, *Mecp2* and *Ogt*, as well as *Xist* as a marker of the inactive X chromosome. As shown in Fig. 5a, hybridization signals for their nascent RNA were detected in the *Xist* cloud in a subset of cells of the eye (but a significant portion of them) in *Ftx*^–/–^ female mice but not in cells from the WT mice, indicating misexpression of these genes from the inactive X chromosome in *Ftx*^–/–^ female mice (Fig. 5b, shown as dark and light pink in the graphs; see details in the figure legend; control male samples using RNA–FISH are shown in Supplementary Fig. 3a). Their ectopic expression from the inactive X chromosome was evident in the mutant females. By contrast, the non-upregulated *Pgk1* gene barely showed misexpression from the inactive X chromosome, supporting the idea that not all X-linked genes were affected (Supplementary Fig. 3b). Although there was no apparent difference in the numbers of *Xist* cloud-positive cells between WT and *Ftx*^–/–^ cells (Fig. 5b), the size of the *Xist* cloud in *Ftx*^–/–^ was slightly—but significantly—smaller than in WT cells (Supplementary Fig. 4; WT vs. *Ftx*^–/–^ eye).

**Fig. 5:**
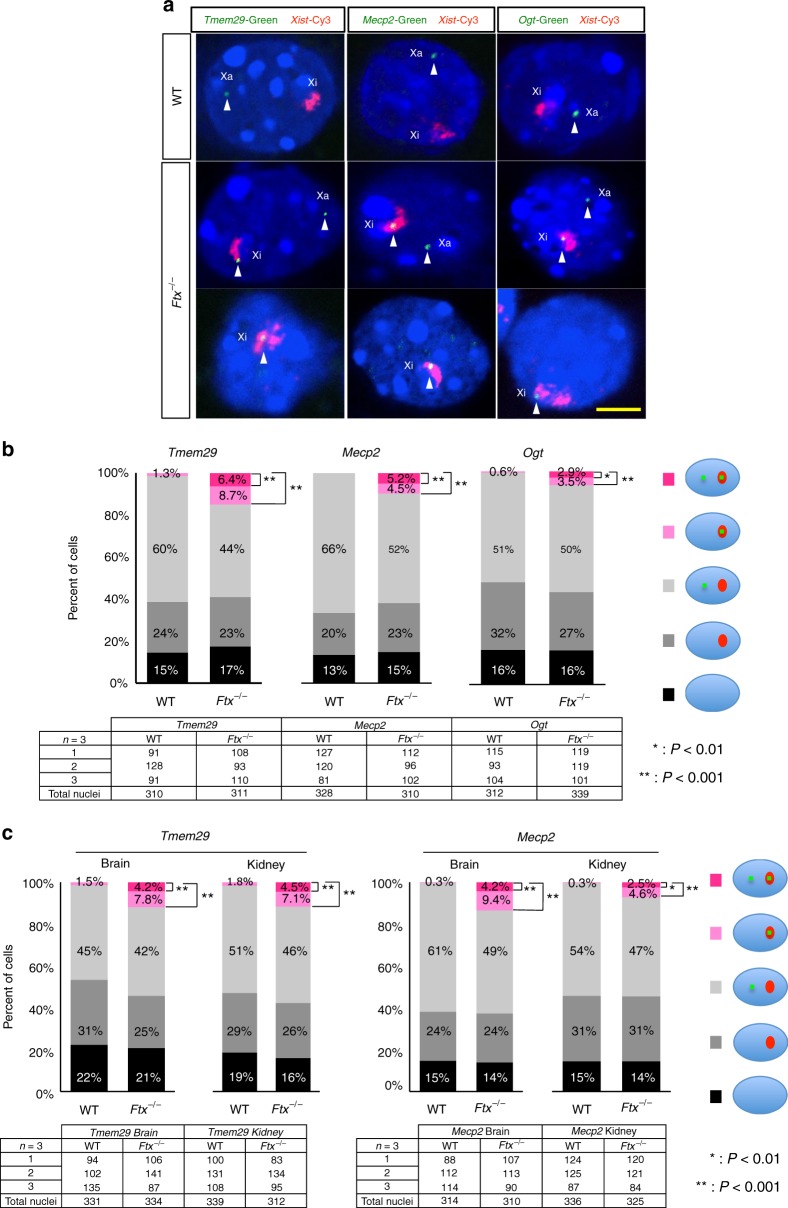
*Ftx*^–/–^ mice showed partial failure of XCI. **a** Representative images of RNA–FISH analysis in WT and *Ftx*^–/–^ female eyes at E13.5, using *Xist* (in red) and each X-linked gene (in green) as probes. Xa, active X chromosome; Xi, inactive X chromosome. Scale bar = 5 mm. **b** Frequency of ectopic X-linked gene expression from inactive X chromosomes in eyes at E13.5. Approximately 100 nuclei in each eye were counted from three independent experiments and classified based on the patterns of *Xist* clouds and nascent X-linked gene transcripts. Cells showing misexpression from the inactive X chromosome are shown as dark or light pink, indicating that XCI was partially compromised in the mutant female (the percentage of the cells labelled in dark pink show signals from the active and inactive X; the percentage of the cells labelled in light pink show signals from inactive X only). Statistically significant differences between WT and *Ftx*^–/–^ mice were observed by Chi-squared tests; *P < .01, **P < .001). Total cell numbers analysed in each embryo are shown in the table. Nuclei with more than one *Xist* cloud were not observed. **c** Frequency of ectopic X-linked gene expression from the inactive X chromosome in brain and kidney cell nuclei at E13.5. Approximately 100 nuclei were counted for each sample, and statistically significant differences were detected between WT and *Ftx*^–/–^ cells using *χ*^2^-tests (*P < .01, **P < .001)

Furthermore, taking advantage of a single nucleotide polymorphism found in two X-linked genes between *Mus musculus musculus* (C57BL/6N) and *Mus musculus molossinus* (JF1) (Supplementary Figs 5, 6a and 7a), we also carried out allelic expression analysis to confirm the impairment of random XCI in heterozygous *Ftx*^+/–^ eyes (Supplementary Figs 5, 6 and 7). In these experiments, we obtained embryos by crossing B6 background X^GFP^ WT mice and JF1 backcrossed *Ftx*^*–*^*/Y* mice. The enhanced green fluorescent protein (eGFP)-positive cells were collected from E13.5 eyes using fluorescence activated cell sorting (FACS), and the expression levels of two X-linked genes, *Mecp2* and *Ogt*, were examined using RT–qPCR and restriction length polymorphism (RFLP) analysis. In contrast to the 100% pure B6 homozygous *Ftx*^–/–^ cells, we could not find statistically significant upregulation of *Mecp2* or *Ogt* in F1 hybrid *Ftx*^*+/–*^ heterozygous mutants (Supplementary Figs 6b–7b). However, RFLP analysis showed ectopic expression from the inactive X chromosome in the *Ftx* mutants, indicating that *Ftx* deletion could well affect XCI and *Ftx* could regulate XCI in cis (Supplementary Figs 6c–7c: the position of the misexpressed allele is indicated with a red arrowhead). All these results support our idea that some of the X-linked genes were misexpressed from the inactive X chromosome, and random XCI was partially compromised in *Ftx*^–/–^ and *Ftx*^+/–^ females.

Because, *Ftx* was ubiquitously expressed in all the foetal stages and the adult tissues we examined (Supplementary Fig. 1a–c), we investigated whether XCI was also compromised in other tissues in the *Ftx*^–/–^ female mice. RNA–FISH revealed that misexpressions of *Tmem29* and *Mecp2* were detected in the brain and kidney to a similar extent as in the eye (Fig. 5c), and the *Xist* cloud area in mutants was also smaller than that in WT embryos (Supplementary Fig. 4, WT vs. *Ftx*^–/–^ brain, WT vs. *Ftx*^–/–^ kidney). This suggests that the importance of *Ftx* in random XCI is not confined to the eye but extends to multiple tissues in the whole body.

Furthermore, to make the status of this XCI impairment clearer, we carried out two more experiments. First, we performed RNA–FISH of *Ftx*^*–/–*^ embryos at E6.5 when random XCI is initiated or soon after (Supplementary Fig. 8a, b). Misexpression of *Mecp2* was observed in the *Ftx*^–/–^ embryos, suggesting the involvement of *Ftx* in the initiation step of random XCI. Comparing the percentage of cells showing misexpression in E6.5 (2.7%) (Supplementary Fig. 8b) with that in E13.5 (eye 9.7%; brain 13.6%; kidney 7.1%; Fig. 5b, c), it is possible that *Ftx* functions in the initiation and maintenance phases of random XCI. Second, to examine whether random XCI was affected in *Ftx*^–/+^ embryos and resulted in skewed expression in one of the X chromosomes, we carried out RFLP analysis of six X-linked genes, five non-upregulated genes and *Xist*, in (B6 × JF1) F1 hybrid embryos at E9.5 (Supplementary Fig. 9). The results for six X-linked genes showed that deleting *Ftx* on one X chromosome did not skew XCI completely toward the WT X chromosome in female somatic cells. Furthermore, *Ftx* targeting the B6 allele tended to show lower *Xist* expression than in WT cells, suggesting that *Ftx* regulates *Xist* expression in cis.

### Loss of *Ftx* compromised *Xist* expression

To address mechanistic aspects of the loss of *Ftx* in XCI failure in *Ftx*^–/–^ female mice, we examined its effect on the expression of *Xist*. Microarray data showed that the *Xist* expression level tended to be lower in *Ftx*^–/–^ female mice (11 eyes) than in WT female mice (three eyes; Fig. 6a). 

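The level of *Xist* in each eye, taken as the mean of its 7 probes and set to 1 in WT females, was 1.00 ± 0.081 (SD, n = 3) in WT and 0.704 ± 0.139 (SD, n = 11) in *Ftx*-/- eyes. All 11 *Ftx*-/- eyes, from 0.478 to 0.925, lay below the lowest WT eye at 0.951. The mean log2 fold change was -0.54 (exact permutation test, two-sided, p = 0.00824, where 0.00275 is the smallest p the design allows). The *Ftx*-/- eyes of slide 2 had a level of 0.690 ± 0.139 (SD, n = 3), those of slide 3 one of 0.622 ± 0.144 (SD, n = 4) and those of slide 4 one of 0.798 ± 0.101 (SD, n = 4). Against the WT eyes, which are on slide 1 only, the log2 fold changes were -0.56 (exact permutation p = 0.1, the smallest that 3 against 3 eyes allow), -0.73 (exact permutation p = 0.0571) and -0.34 (exact permutation p = 0.0571). The value moved most with the deposited values of the series table, which are not normalized between arrays, in place of the normalized ones, to -0.26 (exact permutation p = 0.181).

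**Figure D3:**
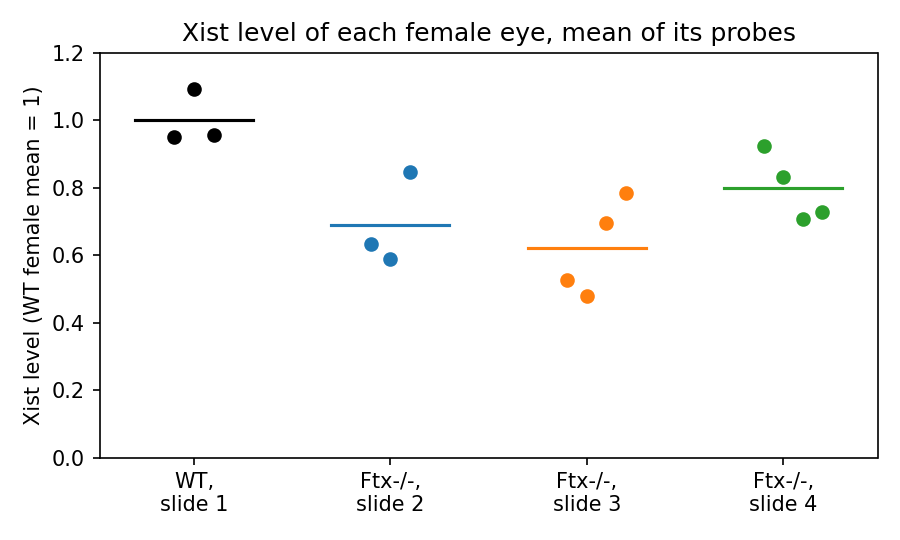
Level of *Xist* in each WT and *Ftx*-/- female eye (vertical axis, mean of 7 probes, WT mean set to 1) by genotype and slide (horizontal axis). Points are eyes and lines are means, and the 11 *Ftx*-/- eyes lie between 0.478 and 0.925.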

The RT–qPCR analysis revealed that the expression level of *Xist* was significantly diminished even in type 1 *Ftx*^–/–^ eyes, which were morphologically normal (Fig. 6b, eye, WT females vs. *Ftx*^–/–^, *P* < .01). In addition to *Ftx*^–/–^ eyes, we quantified *Xist* expression in *Ftx*^+/–^ eyes and compared it with that in WT eyes. With decreasing *Ftx* expression levels in mutant eyes, the diminished *Xist* expression was observed in *Ftx*^+/–^ as well as in *Ftx*^–/–^ embryos (Supplementary Fig. 10). We also examined *Xist* expression levels in organs other than the eye and found that it tended to be diminished in several tissues (Fig. 6b, brain, kidney and liver). These data indicate a critical role for *Ftx* in the proper regulation of *Xist* in vivo.

**Fig. 6:**
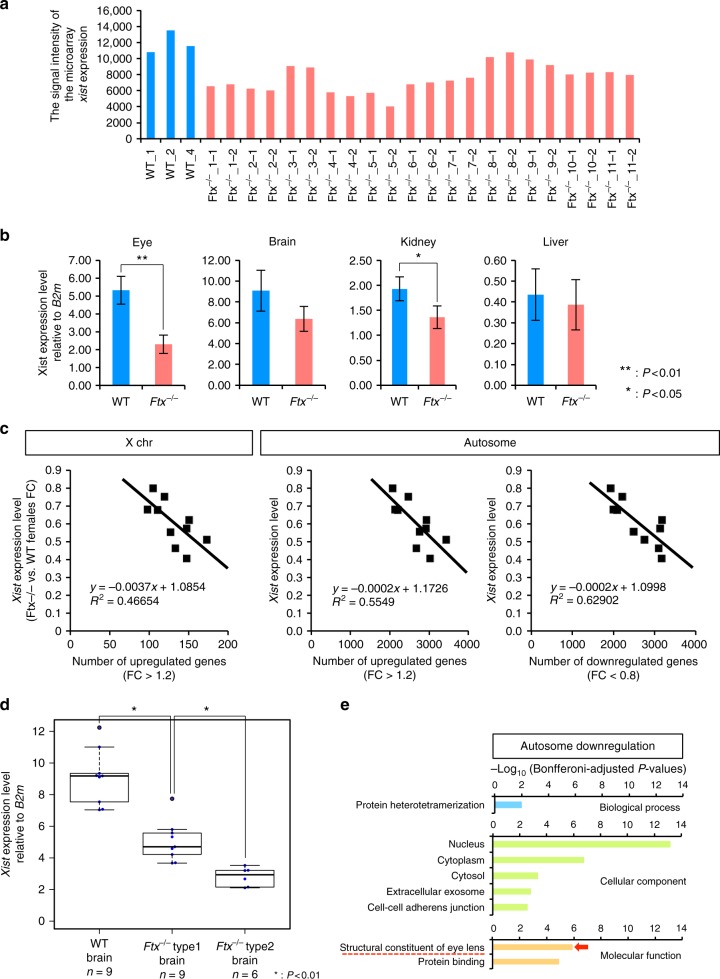
Partial failure of XCI correlated with diminished *Xist* expression in *Ftx*^–/–^ mice. **a** Diminished expression of *Xist* was detected in *Ftx*^–/–^ females (*n* = 11; duplicate experiments). In the microarray analysis, seven *Xist* probes were analysed. They showed similar expression patterns, and the average value of these probes showed significant reduction of *Xist* expression in *Ftx*^–/–^ eyes (*P* = 0.015). Representative values from probe “A_30_P01022001” are shown. The data for other probes are listed in Supplementary Data 1. **b** RT–qPCR validation of diminished *Xist* expression in *Ftx*^–/–^ females at E13.5. All examined tissue samples—eyes, brains, kidneys and livers—were obtained from three different embryos. Significant differences were detected between WT (*n* = 3) and *Ftx*^–/–^ (*n* = 3) mice using a two-tailed, unequal variance *t*-test (*P < 0.05; **P < 0.01). Error bars, s.d. *B2m*, beta-2 microglobulin. **c** Scatter plot showing the correlation between the *Xist* expression level and the numbers of upregulated and downregulated genes in *Ftx*^–/–^ (*Ftx*^–/–^ vs. WT, FC > 1.2 or FC < 0.8). The figures show the correlation between *Xist* expression level and the numbers of upregulated X-linked genes (FC > 1.2, left panel), the numbers of upregulated autosomal genes (FC > 1.2, middle panel), and the numbers of downregulated autosomal genes (FC < 0.8, right panel), respectively. **d** *Xist* expression was the most severely diminished in the brains of the *Ftx*^–/–^ type 2 mutants. Diminished expression of *Xist* was detected in the brains of *Ftx*^–/–^ female embryos at E13.5. Significant differences were detected between WT (*n* = 9) and *Ftx*^–/–^ type 1 mutants (*n* = 9), and also between *Ftx*^–/–^ type 1 mutants (*n* = 9) and *Ftx*^–/–^ type 2 mutants (*n* = 6) using a two-tailed, unequal variance *t*-test (*P < 0.01). The box represents the median, 25th and 75th percentiles; whiskers indicate the maximum and minimum values. **e** Gene ontology analysis using autosomal downregulated genes (Bonferroni-adjusted *P*-values)

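The 7 probes lie between 100655839 and 100662233 on the X chromosome of mm9. The representative probe had a signal of 12006 ± 1430 (SD, n = 3) in WT and 7543 ± 1745 (SD, n = 11) in *Ftx*-/- eyes, a log2 fold change of -0.70 (standard error 0.29, limma adjusted p = 0.0683), lower in 11 of 11 eyes. The other 6 probes had log2 fold changes between -0.71 and -0.25. Of the 7 probes, 4 had a limma adjusted p under 0.05, among them A_30_P01030803 (-0.71, limma adjusted p = 0.00668). The smallest changes were those of A_30_P01032945 (-0.30, lower in 9 of 11 eyes, limma adjusted p = 0.136) and A_52_P113537 (-0.25, lower in 8 of 11 eyes, limma adjusted p = 0.222).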

We next addressed whether variation in the severity of the eye phenotype was associated with partial defects of random XCI. First, we examined whether the percentage of cells showing misexpression from Xi increased in type 2 eyes, and carried out RNA–FISH for *Tmem29*, *Mecp2* and *Ogt* (Supplementary Fig. 3c). However, the percentage of cells showing misexpression from Xi did not increase in type 2 eyes. Thus, we could exclude this possibility. Therefore, we investigated the relationship between the number of X-linked genes misexpressed from the inactive X chromosome (FC > 1.2) and the expression level of *Xist* in *Ftx*^–/–^ eyes. According to the microarray data, there was a negative correlation between the level of reduction in *Xist* expression and the number of upregulated X-linked genes in *Ftx*^–/–^ female mice (Fig. 6c, left panel). 

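The *Xist* level of each *Ftx*-/- eye was set against the number of X-linked probes above 1.2 times the WT female mean in that eye, with no test per probe, as in Fig. 6c. These numbers ran from 98 in eye 11 to 163 in eye 2. Over all 11 eyes, with the mean of the 7 probes, Pearson's r was -0.46 (permutation p = 0.154, two-sided) and Spearman's rho -0.51 (permutation p = 0.115), and the Benjamini-Hochberg adjusted p of r over the 3 relations of Fig. 6c was 0.295. Without the 2 eyes farthest from the median level, eyes 5 and 8, r was -0.45 (permutation p = 0.228). As a reference, 9.90% of the probes tested had a lower r with the same numbers. With the representative probe r was -0.61 (permutation p = 0.0469, adjusted p = 0.108) and rho -0.66 (permutation p = 0.0311). Fig. 6c shows 10 points and leaves out eye 8, for which the paper gives no reason. Eye 8 has an *Xist* level of 0.925 by the mean of the probes and 0.876 by the representative probe, with 122 X-linked probes above and 2947 autosomal probes above and 2703 below the fold limits. Over the 10 eyes with the representative probe, r was -0.69 (permutation p = 0.0291, adjusted p = 0.0291) and rho -0.67 (permutation p = 0.0395), and without the 2 farthest of them r was -0.62. No slide holds 6 *Ftx*-/- eyes, so the slide means were taken out instead and eyes permuted within slides, which gave an r of -0.06 (permutation p = 0.906) over 11 eyes and -0.35 (permutation p = 0.608) over the 10 eyes with the representative probe.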

A similar negative correlation was also found between the expression levels of *Xist* and the numbers of upregulated and downregulated autosomal genes in *Ftx*^–/–^ mutant mice (Fig. 6c, middle and right panels). These results suggest that the lower the *Xist* expression level, the more X-linked genes showed misexpression from the inactive X chromosome. Moreover, we found that the *Xist* expression levels in the brain were more severely diminished in *Ftx*^–/–^ type 2 mutants than in type 1 mutants, suggesting that the phenotypic severity of eye defects was correlated with the variability in diminished *Xist* expression in tissues other than eyes (Fig. 6d). These data indicate that *Ftx*^–/–^ could have a role in the proper regulation of *Xist* in vivo, and that diminished *Xist* expression might correlate with the variability of the impaired XCI and the severity of the resulting variable phenotype.

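For autosomal probes above 1.2 times the WT mean, of which the *Ftx*-/- eyes had 1861 to 2947, r with the mean of the *Xist* probes over 11 eyes was -0.22 (permutation p = 0.512, adjusted p = 0.512) and rho -0.25 (permutation p = 0.469). For autosomal probes below 0.8 times the WT mean, of which they had 1766 to 2976, r was -0.42 (permutation p = 0.197, adjusted p = 0.295) and rho -0.44 (permutation p = 0.182). Without eyes 5 and 8 the values of r were -0.52 (permutation p = 0.152) and -0.51 (permutation p = 0.159). Of the probes tested, 28.5% and 22.4% had a lower r. With the representative probe r was -0.33 (permutation p = 0.321) and -0.57 (permutation p = 0.0718) over 11 eyes, and -0.78 (permutation p = 0.00963, adjusted p = 0.0144) and -0.82 (permutation p = 0.00436, adjusted p = 0.0131) over the 10 eyes of Fig. 6c, with rho -0.81 (permutation p = 0.00739) and -0.77 (permutation p = 0.0119). Without the 2 farthest of these 10 eyes r was -0.68 and -0.71. With slide means taken out, r over 11 eyes was 0.10 (permutation p = 0.756) and 0.07 (permutation p = 0.835), and over the 10 eyes with the representative probe -0.55 (permutation p = 0.264) and -0.76 (permutation p = 0.0289). From the 3 relations the paper proposes that misexpression from the inactive X chromosome rises as *Xist* falls.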

To further investigate the relationship between a reduction in *Xist* expression levels and the eye phenotype, we carried out Gene Ontology analysis. X-linked overexpressed genes (FC > 1.2, *t-*test *P* *<* .05) and autosomal upregulated genes did not show any significant enrichment of genetic pathways involved in eye development (Supplementary Table 3, *P* < .05; Supplementary Table 4, *P* < .01; Bonferroni adjusted). In contrast, autosomal downregulated genes were significantly enriched in genetic pathways involved in eye development (Fig. 6e, Supplementary Table 5, *P* < .01; Bonferroni adjusted). Indeed, 12 genes associated with eye development were decreased even in the type 1 mutant eyes, and their expressions were positively correlated with *Xist* expression levels (Supplementary Fig. 11a). Moreover, it has been reported that genetic mutations in these 12 genes can cause microphthalmia (Supplementary Fig. 11b). 

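Structural constituent of eye lens is among the terms of Fig. 6e. Gene Ontology annotation was not used here, so a list of 25 lens genes (crystallins, other structural genes of the lens and 2 lens transcription factors) was written before the data were examined. Lens genes were chosen because of Fig. 6e, which rests on these same arrays, so the list is not an independent test. Of these, 23 genes had 30 probes tested. Their median log2 fold change in *Ftx*-/- females was -0.56, with 29 of 30 probes lower and the list's median lower in 11 of 11 eyes, from -0.92 to -0.17. The change as a set passed limma's camera with the preset correlation (p = 1.4e-11, adjusted p = 9.9e-11 over 7 lists) and fry (p = 0.000119), and did not with an estimated correlation (p = 0.0927). An adjusted p under 0.05 was reached by 25 probes over all probes tested, and by 28 adjusted over the list alone. *Bfsp1* (A_55_P2003903) had a log2 fold change of -1.11 (limma adjusted p = 0.000257), lower in 11 of 11 eyes. In *Ftx*-/Y males the median of the list was 0.02, with 14 of 30 probes lower. The *Ftx*-/- eyes of slides 2, 3 and 4 had mean values of -0.49, -0.77 and -0.51 for the list, and no WT female shares a slide with them. With the trend with GC content taken out the median in females was -0.34.

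**Figure D4:**
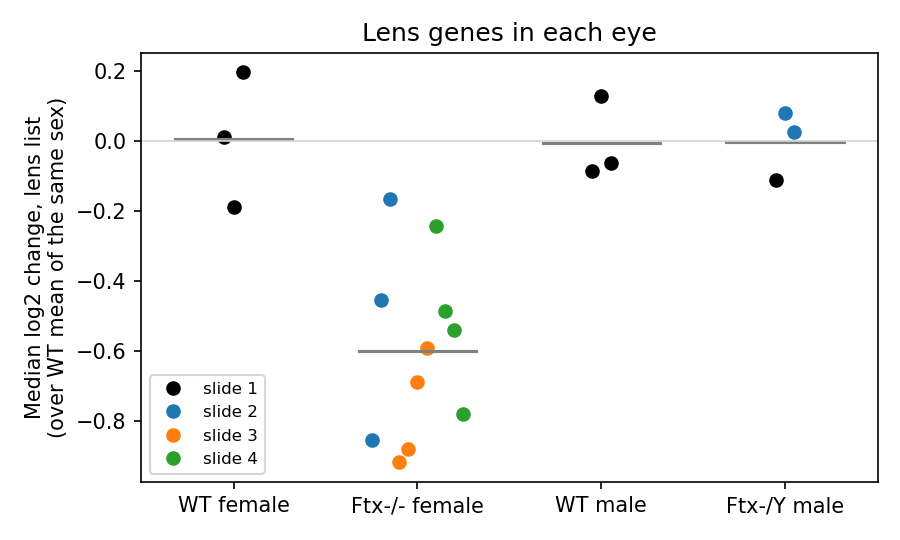
Median log2 change of the lens list in each eye over the WT mean of the same sex (vertical axis), by group (horizontal axis) and slide (colour). Points are eyes and grey lines are group means, and the 11 *Ftx*-/- eyes lie between -0.92 and -0.17.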

Because *Ftx* deficiency has a small effect on genome-wide gene expression in male mice, we propose that functional loss of *Ftx* causes a failure in the proper silencing of genes on the inactive X chromosome, which directly or indirectly can lead to downregulation of genes involved in eye development and eventually to microphthalmia in a subset of females homozygous or heterozygous for the *Ftx* mutation (Supplementary Fig. 12).

## Discussion

We demonstrated here that a loss-of-*Ftx* lncRNA resulted in misexpression of genes on the inactive X chromosome in the eye and other tissues with a concomitant reduction in *Xist* expression, supporting the idea that *Ftx* could have a critical role in the proper regulation of random XCI and *Xist* expression in vivo. Given that microphthalmia occurred only in some of the female mice (17–26% of homozygous and 7.1–10% of heterozygous mutants) and barely at all in male mice, it is highly probable that a partial defect in XCI somehow caused these eye abnormalities. Analysis of the transcriptomes of eyes isolated from *Ftx*-deficient mice revealed that the female mice showed more severe genome-wide alterations in gene expression than did male mice. Although, we could not rule out possible roles in male mice, our data showed that *Ftx* has a more significant function in females than in males. The few changes in gene expression in male mice suggest that *Ftx* regulates autosomal gene expression, not directly in a trans-acting manner, but indirectly through misexpression of genes on the inactive X chromosome. Most of the affected alterations in autosomal gene expression in female mice might result through complex gene networks connecting autosomal genes and X-linked genes. In other words, we presume that the genome-wide changes in gene expression in female mice are secondary effects arising from the overexpression of some X-linked genes caused by partial XCI failure and that these changes can eventually lead to microphthalmia.

So far, there have only been two reports of mutant mice with XCI that show phenotypes other than embryonic death. One exception is that epiblast lineage-specific *Xist* conditional knockout mice showed a range of severity; while some were born, almost all the mutants died before weaning had finished^20^. Another exception is the haematopoietic lineage-specific *Xist* deletion resulting in loss of XCI and the development of blood cancer^21^. Both exceptions involved tissue-specific deletions of *Xist* in mutant mice. In contrast, our *Ftx*-deficient mice were conventionally gene-targeted but were born alive, reached adulthood and were fertile. As far as we examined, there was no detectable phenotype other than eye abnormalities. Our data showed that the failure of dosage compensation occurred across multiple tissues in *Ftx*-deficient mice, but that failure was limited to a subset of X-linked genes. We suggest that this partial XCI failure might help to explain why the *Ftx*-deficient mice did not die and were thus able to develop to term.

Although, the eye abnormalities showed varying degrees of severity, the stochastic nature of this phenotype cannot be explained simply by differences in the genetic background because *Ftx*-deficient mice were created and maintained on a pure C57/BL6 background (see Methods). By contrast, the diminished *Xist* expression levels in *Ftx* mutants might explain this phenotypic variation. Even though partial XCI failure and the diminishing *Xist* expression were observed in type 1 *Ftx*-deficient mice—which are phenotypically indistinguishable from WT mice—we speculate that the *Ftx* mutants with types 2 and 3 abnormal eyes might have had more severe failure in XCI, and lower *Xist* expression levels. To support this hypothesis, *Xist* in type 2 brains showed lower expression than that in type 1 and WT brains. The more *Xist* expression was diminished, the greater the number of X-linked genes that were overexpressed. Reduced *Xist* expression might result in a more severe phenotype, although the molecular mechanism by which *Ftx* regulates the expression of *Xist* remains to be investigated. The epigenetic instability of XCI may explain these variable phenotypes, which cannot be explained simply from conventional genetics.

Based on these findings, we propose that partial failure in XCI might also cause genetic diseases with female-specific or female-predominant inheritance in humans. As far as we know, there is no reported human family showing microphthalmia to be inherited in a female-specific manner. Although the symptoms are different, X-linked genetic diseases such as craniofrontonasal syndrome (OMIM 304110) and early infantile epileptic encephalopathy-9 (OMIM 300088), which show greater sensitivities in female than in male subjects, suggest that they might be caused by partial XCI failure. Because, the *Ftx* lncRNA is conserved in humans, we suggest that mutational analysis of human *FTX* homologues might help us to understand this unusual class of X-linked human genetic diseases, for which women show more severe phenotypes than do men.

While our manuscript was under revision, an independent study, Furlan et al., reported that *Ftx* is required both in the upregulation of *Xist* and control of X-inactivation in ES cells^22^. The in vitro data presented in Furlan et al., complements our in vivo analysis and, together, both studies clarify the importance of *Ftx* in random XCI.

## Methods

### Animals

All experimental animals were handled according to the guidelines of the Committee on the Use of Live Animals in Teaching and Research of Tokyo Medical and Dental University. All efforts were made to minimize suffering. The details of generating the *Ftx*-deficient mice were as described^16^. Importantly, gene targeting was carried out using ES cells (EGR-G101) established from C57BL/6N mice (Clea Inc., Japan), and *Ftx*-deficient mice were maintained on a 100% pure C57BL/6N mouse strain background. Eight- to sixteen-week-old mice were used in mating experiments.

### Generation of *miRNA374/421* doubly deficient mice

The targeting vector was constructed to insert the Neo cassette (flanked by *FRT* sites) to delete the *miRNA374* and *miRNA421* sequences (*miRNA374/421* DKO) using pNT1.1. A herpes simplex virus thymidine kinase gene (*Tk*) was introduced as a negative selection marker cassette at the 3′-end of the targeting vector. Primers used for the construction of *miRNA374/421* DKO targeting vector are listed in Supplementary Table 6. The linearized NotI-digested targeting vectors were electroporated into ES cells derived from 129/SvJ mice. After confirming accurate homologous recombination, cells from the targeted cell line were injected into C57BL/6N blastocysts, and male chimeric mice were generated. After deleting the Neo cassette by crossing with CAG-Cre transgenic mice (B6.Cg-TG(CAG-Cre)), the progenies were backcrossed to C57BL/6N mice for over seven generations. Primers used for confirming homologous recombination are listed in Supplementary Table 6. The *miRNA374/421* DKO mouse line and the *Ftx-*deficient mouse line have been submitted to RIKEN BRC (http://www.brc.riken.jp/inf/en/index.shtml) and are available to the scientific community.

### Polymorphic analysis

Polymorphisms of X-chromosome linked genes between JF1 (J) and C57BL/6N (B) were detected by RFLP analysis. Primers and restriction enzymes used for this are listed in Supplementary Table 6. *Xist*^*+/–*^ MEFs were maintained in Dulbecco’s modified Eagle’s medium containing 10% foetal bovine serum (GIBCO, USA) at 37 °C in humidified 5% CO_2_ in air. Total RNA was isolated using TRIzol reagent (Invitrogen, USA). RFLP experiments on (J × B) or (J × KO) F1 embryos (E9.5) were performed as described^16,23^. To analyse allelic expression in E13.5 *Ftx* mutant eyes, 8–12-week-old X^GFP^ female mice^24^ were mated with WT (J × B) F1 hybrid male mice or *Ftx*-deficient male mice backcrossed to the JF1 genetic background. In our analysis of E13.5 embryos, single cells were recovered by trypsin treatment of the E13.5 eyes from which the pigmented epithelial layer had been removed surgically. The eGFP-positive cells were sorted by FACS on a MoFlo XDP cell sorter (Beckman Coulter, USA). Fragments of *Mecp2* and *Ogt* digested with the restriction enzymes listed in Supplementary Table 6 were analysed on an Agilent 2100 Bioanalyzer (Agilent Technologies, USA) in conjunction with the DNA 1000 assay, using the standard settings for data analysis in the instrument software.

### RT–qPCR analysis

Total RNA was extracted using RNeasy micro kits (QIAGEN, Germany), and contaminating DNA was digested using RNase-free DNase (Nippon Gene, Japan). For reverse transcription, cDNA was synthesized using SuperScript III (Invitrogen, USA) with random hexamers. Primers and TaqMan assays used for RT–qPCR analysis of miRNA and several genes are listed in Supplementary Table 7. For miRNA expression analysis, total RNA was reverse-transcribed using TaqMan MicroRNA Reverse Transcription kits (Applied Biosystems, ABI, USA). Mature miRNAs were amplified with TaqMan Universal PCR Master Mix II (ABI, USA), and other genes were amplified with TaqMan Gene Expression Master Mix (ABI, USA) using a LightCycler 480 Instrument (Roche, Switzerland). All RT–qPCR reactions were performed using samples collected from three independent preparations.

### Histology

Embryos removed from pregnant mice were fixed in Superfix (Kurabo, Japan) and processed for preparing paraffin wax sections. Embedded embryos were sectioned at 5 μm, stained with HE, and observed using bright-field microscopy. Eye size was measured at the largest diameter using Image J image analysis software (NIH, USA; https://imagej.nih.gov/ij/).

### Microarray analysis

Eleven *Ftx*^–/–^, three *Ftx*^–/^Y, four WT female and three WT male eyes were analysed. 

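In the 11 *Ftx*-/- eyes measured on 2 arrays, the median absolute log2 difference between the arrays of one eye was 0.05 to 0.10, against 0.06 to 0.23 (median 0.16) between 2 *Ftx*-/- eyes. The WT and *Ftx*-/Y eyes have 1 array each in the data analysed here.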

Forty-two duplicate hybridization experiments were carried out. In E13.5 mouse embryos, eyes from which the pigmented epithelial layer had been removed surgically were collected for analysis. Total RNA was extracted from each eye sample using RNeasy micro kits (QIAGEN, Germany). Eluted RNA was quantified using an Agilent 2100 Bioanalyzer instrument, and 200 ng was used for amplification and labelling using Low Input Quick Amp Labeling kits (#5190-0442, Agilent Technologies, USA) following the manufacturer’s instructions. Cy3-labelled cRNA was purified using RNeasy mini spin columns. The amount of labelled cRNA and uptake of cyanine were measured using a Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific, USA). The labelled probes were hybridized to an Agilent 8 × 60 K whole-mouse genome microarray (G4852A). After washing, microarrays were scanned using an Agilent Microarray scanner. The data were normalized using the R statistical package with the “qspline” function of the “affy” package in Bioconductor software (https://www.bioconductor.org/install/).

### Probe synthesis for RNA–FISH

Probes were labelled fluorescently using nick translation kits (Abbott Molecular, USA) with Cy3-dCTP (PerkinElmer, USA) or Green-dUTP (Enzo Life Sciences, USA). *Xist*-specific probes were prepared from p*Xist*1986-9498. For other X-linked genes, specific probes were prepared from bacterial artificial chromosome (BAC) clones (BAC clone IDs: *Tmem29*:RP23-284M10, *Mecp2*:RP23-396E2 and *Ogt*:RP23-440J21).

### RNA–FISH

The protocol was as reported^25^. Briefly, the eyes, brain and kidneys from E13.5 mouse embryos were dissected and dissociated into single cells by pipetting in 1 × Acctase for 1 min at 25 °C. Cells were spun onto slides using a Cytospin 4 centrifuge (Shandon, UK) at 800 rpm for 4 min. Slides were rinsed in phosphate-buffered saline (PBS) for 15 s and then incubated in 0.1% Triton X-100 in PBS for 30 s. Slides were then fixed with 4% paraformaldehyde in PBS for 10 min and dehydrated through 70% and 100% ethanol. They were dried and hybridized to probes overnight at 42 °C. After hybridization, slides were washed in 50% formamide plus 2 × saline sodium citrate (SSC) buffer at 42 °C for 2 × 5 min and 0.1% Tween 20 plus 2 × SSC at 42 °C for 2 × 5 min. Then, slides were dehydrated through 70% and 100% ethanol, mounted in Vectashield with DAPI (Vector Labs, USA), and observed using an LSM710 confocal laser scanning microscope (Carl Zeiss, Germany). The *Xist* cloud size was measured using Image J image analysis software (NIH, USA).

### Whole-mount 3D RNA–FISH combined with immunofluorescence

cDNA probes for *Mecp2* RNA detection were prepared as follows. Single-stranded RNAs corresponding to Macp2 transcripts (for Mecp2 probe-1: 74062552–74055116 bp and for Mecp2 probe-2: 74084953–74079723; NC_000086.7) were synthesized by in vitro transcription using T7 RNA polymerases (Roche, Germany). Using the in vitro-transcribed RNAs as a template, fluorescence-labelled DNA probes incorporating Cy3-dCTP (GE Healthcare, USA; PA53021) were generated by random-primed reverse transcription (RT) using SuperScript III reverse transcriptase (Life Technologies Corporation, USA). After the RT reaction, the template RNAs that remained in the reaction were destroyed by adding 2 μL of 4 M NaOH followed by incubation at 37 °C for 30 min, and then neutralized by adding 2 μL of 4 M HCl. After ethanol precipitation using ammonium acetate, the probe DNA was dissolved in 20 μL of formamide and stored at 4 °C in the dark. Whole embryos were dissected, treated with 0.1% Triton X-100 in PBS for 2 min on ice for permeabilization, and fixed with 4% paraformaldehyde in PBS with 0.1% Triton X-100 for 10 min at room temperature. Then, the samples were incubated sequentially in 2 × saline sodium citrate (SSC) buffer with 0.05% Tween 20; 2 × SSC and 25% formamide with 0.05% Tween 20; and 2 × SSC and 50% formamide with 0.05% Tween 20. After prehybridization in hybridization buffer (2 × SSC, 2 mg/mL of BSA and 50% formamide), hybridization was performed by incubation in a pre-denatured (70 °C for 10 min) probe mix (2 × SSC, 2 mg/mL of bovine serum albumin, BSA, 0.1 μg/μL of mouse Cot-1 DNA, Xist probe, Mecp2 probes 1 and 2, and 50% formamide) at 37 °C overnight. After hybridization, the samples were washed sequentially with a solution containing 2 × SSC, 50% formamide and 0.05% Tween 20 at 37 °C; with 2 × SSC containing 0.05% Tween 20 at 37 °C; and then with PBS containing 0.05% Tween 20 (PBST) for 5 min at room temperature. The samples were refixed with 4% paraformaldehyde in PBST for 5 min, and then subjected to immunofluorescence experiments. After incubation in blocking buffer (3% BSA and 5% donkey serum in PBST), the samples were reacted with the primary antibody against Pou5f1 (Oct4) (1:300 goat polyclonal anti-Oct-3/4 (N-19; Santa Cruz Biotechnology Inc., USA; sc-8628)) in blocking buffer at room temperature for 90–180 min or at 4 °C overnight. After washing with PBST, the samples were incubated with the secondary antibody conjugated with Alexa Fluor 647 (1:500 Alexa Fluor 647 donkey anti-goat IgG (H + L)) (Life Technologies Corporation, USA; ab150131) in the blocking buffer at room temperature for 90–180 min or at 4 °C overnight. After rinsing with PBST and post-fixation in 4% paraformaldehyde in PBST, the nuclear DNA of the samples was stained with DAPI and the samples were imaged using a confocal fluorescence microscope (LSM780; Carl Zeiss, Germany). Optical sections of whole embryos were imaged at intervals of 0.8 μm and were used to reconstruct images.

### Statistics and general methods

The sample size of each experiment is shown in the figures or in the corresponding figure legends. The sample size was chosen based on previous experience in the laboratory, so that each experiment would yield a power that was sufficient for the detection of specific effects. No statistical methods were used to predetermine sample size. For in vivo experiments using mouse models, animals were chosen based on genotype. In Fig. 3b, foetal resorptions, commonly observed in both WT and mutant animals, were excluded from the count. In Fig. 2g, no data were excluded from the counting analysis performed in adult mice. In RNA–FISH experiments, the *Ftx*-deficient eyes from different litters were allocated randomly to the experimental groups, and WT eyes from different litter-mates were allocated randomly to the control groups. Investigators were not blinded to mouse genotype during the experiments. The detailed statistical conditions that were used in each experiment are described in the figure legends or in Methods section. All experiments were performed on at least three biologically independent samples. The data are expressed as the mean ± s.d. The unequal variance *t*-test was used for the statistical analysis of microarray results, RT–qPCR and measurements of eye size, to analyse the significance of any differences. All analyses were two-tailed. The *χ*^2^-test was used for the statistical analysis of mating experiments and of the incidence of each type of eye abnormality. *P* < 0.05 and/or *P* < 0.01 were considered statistically significant.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

All microarray data that support the finding of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) with the accession number (GSE100700). The *miRNA374/421* doubly deficient mice are available to the scientific community from RIKEN BioResource Center, upon request (BRC No. RBRC 09530). All other data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Female mice lacking Ftx lncRNA exhibit impaired X-chromosome inactivation and a microphthalmia-like phenotype
**Source:** Nat Commun. 2018 Sep 20;9:3829. doi: 10.1038/s41467-018-06327-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files:**

Supplementary Data 1: Microarray data of X-linked genes.

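Supplementary Data 1 lists 575 spots for 530 different X-linked probes, with the normalized signal of 3 WT female eyes and of 22 *Ftx*-/- arrays, their means, the ratio of the means and the p-value of a t-test. A spot enters as an entry of its own, so a probe with several spots appears several times. Its 14303 values were set beside the signals normalized here, spot by spot, and 98.7% lay within 0.01 on the log2 scale (median difference 0.0042). Of the 91 different probes it has above a fold change of 1.2 with a p under 0.05, 79 were also called higher here, and of its 39 below 0.8, 37 were also called lower.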

Supplementary Data 2: Microarray data of Autosomal genes.

How the deposited data were processed for this re-analysis (not part of the article)

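RNA from E13.5 eyes of 3 WT female, 3 WT male, 3 *Ftx*-/Y male and 11 *Ftx*-/- female mice was measured on 31 1-colour arrays, with 2 arrays for each *Ftx*-/- eye. The authors deposited, for each of 62976 spots per array, the intensity that Feature Extraction (version 11.0.1.1 per the file headers) gave after subtracting the background, with flags for each spot, and 3671 of the spots are controls. The series table they also deposited holds the same intensities, rounded and not normalized between arrays, as a comparison of the values showed, and entered as an alternative on the log2 scale. Probe positions are those of mm9 in the files. Gene names were compared with a reference table of GRCm38.p6, used for names only: of 28830 probes with a transcript accession 27428 were found in it, 2788 of them with another symbol, and the files' names were kept.

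The intensities of the probe spots were normalized with the quantile-spline method of affy, as the paper's methods name it, written out in R 4.3.3 (100 samples, 5 iterations, offset 5 at least). Spots flagged as non-uniform (120) or apart from their copies (5639) were left out, spots of one probe were averaged, and the 2 arrays of an eye were averaged on the log2 scale. Probes with a mean signal above 500 in WT females were kept, 14031 in all with 530 X-linked, 13379 autosomal and 122 others, 54 of them with a missing eye. A probe counted as repetitive (294 kept) when its sequence holds at least 15 bases of a unit of up to 6 bases. The number of eyes limits the precision. Tables were read with data.table 1.17.8.

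Groups were compared with limma 3.58.1 (moderated with a trend on the mean) in a fit over all 20 eyes, so that the 4 groups share the spread, with Benjamini-Hochberg adjustment over the probes tested. Probes were called with a fold change above 1.2 or below 0.8 and an unadjusted p under 0.05, as in the paper. Sets were tested with limma's camera (correlation 0.01 preset), fry, and camera with an estimated correlation. Single values were tested by exact permutation and correlations by 100000 permutations (seed 7), two-sided. The lists of lens, pigment, erythroid, mesenchyme, endothelium, retinal neuron and retinal progenitor genes were written from general knowledge. The text names genes that the paper names for these data and, for X-linked and autosomal probes in each sex, genes drawn from the 3 largest rises and the 3 largest falls among probes with an adjusted p under 0.05 that moved the same way in every mutant eye.

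The fit was tested on simulated data with 200 of 14031 probes changed by 1 on the log2 scale. The noise was independent between eyes and probes, with no difference between slides, so the counts of unchanged probes do not carry over to data with such differences. It found 189 of them (94.5%) in the female design and 185 (92.5%) in the male design, with 12 and 9 unchanged probes past the adjusted threshold and 233 and 383 past the paper's criteria. A simulated trend with GC content alone gave an X-linked minus autosomal difference of 0.0392, and 0.00426 after the trend was taken out (natural spline, 4 degrees of freedom, fitted on autosomal probes), and a true shift of 0.1 gave 0.104.

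The alternatives were other normalizations (75th percentile, quantile, normexp with offset 50 and quantile, the series table), other filters, each array of an eye alone, other features, the 2 groups alone, each WT or *Ftx*-/Y eye left out, the slide, the scan or the replicate number as a block, the methods' t-test, adjusted thresholds, 100 draws of 3 eyes, WT males as the control, the representative *Xist* probe, fold limits of 1.5 and 0.67, and the GC trend taken out. Relations within a slide were not computed, as no slide holds 6 *Ftx*-/- eyes. RT–qPCR, FISH and allele-specific results and Gene Ontology enrichment were not analysed here.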

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

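In this part the tests of the slide, of the dissected tissue and of Y-linked RNA were chosen after the result was seen, and the tests of GC content and of other splits of the eyes were set beforehand.

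The lens list stands out by a difference between groups: its median change differed by -0.66 on the log2 scale between females and males (interaction, camera adjusted p = 9.2e-16, fry adjusted p = 0.0452, estimated correlation p = 0.0437). Splits of the 14 female eyes into groups of the same sizes gave as low a female median in 1 of 100, the real one. After the trend with GC content was taken out, 2 of 100 did. Lens genes were chosen because of Fig. 6e, which rests on these same arrays, so these splits cannot exclude chance. The lens probes have a mean GC content of 50.1%, and with the trend taken out the median in females was -0.34, so the trend could account for part of the fall and not for the whole. On slide 2, which holds both sexes, the mean change of the list in the *Ftx*-/Y eyes was -0.11 times that in the *Ftx*-/- eyes, which argues against slide 2 as the cause, while slides 3 and 4 hold no males. A smaller share of retinal and lens tissue together in the dissected *Ftx*-/- eyes would lower the retinal progenitor list with the lens list. That list was at 0.09 (SD 0.08, n = 11), above the WT mean in 10 of 11 eyes, and the lens list minus it differed between *Ftx*-/- and WT eyes (exact permutation p = 0.00275, two-sided, and p = 0.00824 by exact permutation with the GC trend taken out), which argues against such a share as the whole cause, although the retinal neuron list was at -0.29 (exact permutation p = 0.0549). A smaller share of lens tissue alone could also lower the lens list. It would raise the pigment and mesenchyme lists alike, and the pigment list minus the mesenchyme list did not differ clearly between *Ftx*-/- and WT eyes (exact permutation p = 0.121, two-sided), so this cannot be told apart from lower expression in lens cells. Such lower expression, the biological explanation that the design gives, stays open and untested.

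A Y-linked signal appeared in data the paper did not analyse. In *Ftx*-/- female 6 the probe for *Eif2s3y* had a log2 signal of 7.45 on array 2 and that for *Ddx3y* one of 9.40 on array 1, with 2.75 and 3.23 on the other array of the eye, and these were the 2 of 75 pairs of a female array and one of the 3 Y-linked probes well above background on all WT male arrays that were well above background. A probe for *Kdm5d* (A_55_P2302973), well above background on 0 of 3 WT male arrays, also was on 1 of 22 *Ftx*-/- arrays (log2 signal 4.70, array 2 of female 3). RNA from a male embryo in the eye's RNA would show on both arrays, and 0 of the Y-linked probes bright in males were well above background on both, which argues against it. A fault of single spots was not tested. No biological explanation was tested.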

How the results depend on the processing

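The alternatives with the GC trend taken out, with the slide as a random block, with the *Ftx*-/- eyes of 1 slide alone, with slide means taken out of the relations with *Xist*, with the 10 eyes of Fig. 6c, and with fry and an estimated correlation for the X-linked set were chosen after seeing the data, and the others were set before the data were examined. For reference, the values reported at the claims are 1793 autosomal probes up and 1791 down, and 90 X-linked probes up and 44 down in females, 469 autosomal probes up and 279 down, and 25 X-linked probes up and 5 down in males, 4922 and 3 probes with an adjusted p in females and males, an X-linked minus autosomal difference of 0.0664 in females and a mean log2 fold change of *Xist* of -0.54. Of the 7 marker lists, 1 passed camera in females. The fall of the lens list kept its direction under every alternative run, from -0.82 to -0.34, as did those of *Xist*, from -0.79 to -0.26, and of *Ftx*, from -2.96 to -0.86, and the X-linked minus autosomal difference stayed above 0 in females, from 0.02 to 0.10, and in males, from 0.01 to 0.04. The cause of the changes given here was not tested unless stated.

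With the 75th percentile as the scale, the X-linked difference was 0.0659 (camera p = 0.0511), 8 X-linked probes were down in males, autosomal probes in males were 646 up and 210 down, the erythroid list in mutant females reversed to -0.00709, and r of the Xist level against X-linked probes up reversed to 0.0413 and that against autosomal ones to 0.0737. Quantile normalization gave 3 marker lists. With normexp before it, the X-linked difference was 0.0578 (camera p = 0.0586), 3 marker lists passed, and the erythroid and mesenchyme lists reversed to -0.0107 and -0.19. The deposited values of the series table, which are not normalized between arrays, gave 4500 autosomal probes up and 351 down, and 204 X-linked probes up and 7 down in females, so the balance of rises and falls moved with the scale, and 26 autosomal probes up and 277 down, and 2 X-linked probes up and 11 down in males. With them the probes changed in mutant females, adjusted, were 2741 and those in males 0 by limma, the X-linked difference was 0.0699 (camera p = 0.100), 77.3% of X-linked probes lay within 0.8 to 1.2 between the WT sexes, 3 marker lists passed, *Xist* had a log2 fold change of -0.26 (exact permutation p = 0.181), its probe A_52_P113537 reversed to 0.0327, and r with X-linked and autosomal probes up reversed to 0.30 and 0.36.

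More probes were tested without a filter on signal, which gave 6150 autosomal probes up and 6679 down, and 305 X-linked probes up and 232 down in females, 3443 autosomal probes up and 2471 down, and 162 X-linked probes up and 82 down in males, 8796 probes changed in mutant females, adjusted, and 55 in males, 5 probes with an adjusted interaction, a median of 10732.5 changed probes with 3 mutant female eyes, 4 marker lists, 59.5% of X-linked probes within 0.8 to 1.2, WT female over WT male, an X-linked difference of 0.0415 (camera p = 0.257) and r of 0.27 and 0.23 for X-linked and autosomal probes up, both reversed. Probes well above background on every array of a group gave 4581 autosomal probes up and 4201 down, and 228 X-linked probes up and 132 down in females, 1840 autosomal probes up and 956 down, and 97 X-linked probes up and 30 down in males, 8696 and 1 adjusted, a median of 8177 over the draws, 4 marker lists, 68.5% within 0.8 to 1.2, an X-linked difference of 0.0542 (camera p = 0.128) and a reversed r of 0.15 for autosomal probes up. A minimum of 500 over all eyes gave 3 X-linked probes down in males and 3 marker lists. Signal over background sets the limit of these comparisons, since the probes that the other filters add lie closer to the background.

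With the slide as a fixed block there were 11 probes changed in mutant females, adjusted, with 896 autosomal probes up and 1137 down, and 140 autosomal probes down in mutant males with 309 up and 9 adjusted, 2 marker lists passed and the erythroid list in mutant females reversed to -0.48. The scan as a fixed block gave 773 autosomal probes up and 1123 down and 44 X-linked probes up in females, 128 autosomal probes up and 101 down, and 9 X-linked probes up and 3 down in males, 12 and 6 adjusted, 2 marker lists, an erythroid list of -0.77 and an X-linked minus autosomal median log2 fold change, mutant females, of 0.0656 (camera p = 0.0596). In both blocks the step from slide 1 to the other slides is estimated from the 3 *Ftx*-/Y eyes alone, since no other group spans slides scanned apart, so the standard errors are larger by construction. As a random block the slide gave 2473 and 0 adjusted probes in females and males by limma, 140 autosomal probes down in males and an erythroid list of -0.069. With the *Ftx*-/- eyes of slide 2 alone the X-linked difference was 0.0565 (camera p = 0.0815), *Xist* had a log2 fold change of -0.56 (exact permutation p = 0.1, the smallest possible), 2 marker lists passed, and males had 8 X-linked and 457 autosomal probes down and 7 adjusted. With those of slide 3, 2759 probes had an adjusted interaction, 84 X-linked probes were down in females, 3 marker lists passed, the erythroid list reversed to -0.0197, *Xist* had -0.73 (exact permutation p = 0.0571), and males had 14 X-linked and 604 autosomal probes down and 65 adjusted. With those of slide 4 the X-linked difference was 0.0499 (camera p = 0.0532), *Xist* had -0.34 (exact permutation p = 0.0571), males had 11 X-linked and 530 autosomal probes down, and the endothelium, erythroid and mesenchyme lists reversed to -0.0943, -0.0416 and -0.0421. Fewer eyes enter these 3 fits, which also changes the spread that the males share.

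The eyes share replicate numbers between groups, and the numbers do not pair them: the deviations of same-numbered eyes from their group means had correlations of -0.22, 0.14 and -0.06 in females and -0.17, -0.06 and -0.03 in males. With the replicate number as a block, over the numbers that the groups share, the log2 fold change of Ftx in mutants was -2.09 (females, limma adjusted p = 0.0623), that of *Xist* -0.79 (exact permutation p = 0.25), 75.7% was the share of X-linked probes within 0.8 to 1.2, WT female over WT male, 3 marker lists passed, 2399 was the number of probes changed in mutant females, adjusted, with 0 in males by limma, and the retinal progenitor list reversed to -0.0417. Fewer eyes enter this fit.

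With the GC trend taken out the X-linked difference was 0.0203 (camera p = 0.357), females had 56 X-linked probes up and 26 down, 960 autosomal probes down and 3193 adjusted, 2 marker lists passed and the mesenchyme list reversed to -0.0891. WT males as the control gave 881 autosomal probes up and 959 down, and 53 X-linked probes up and 27 down, 1930 adjusted and 2 marker lists in females. The adjusted p in place of the unadjusted p gave 2 autosomal probes up and 1 down, and 0 X-linked probes up and 0 down in males by limma. The methods' t-test gave 248 autosomal probes up and 144 down, and 13 X-linked probes up and 2 down in males and 0 adjusted, where limma without adjustment gave 1651 probes with a p under 0.05. Fits of the 2 groups alone gave 9 X-linked and 459 autosomal probes down in males and 0 adjusted by limma. The second array of each *Ftx*-/- eye gave 3 marker lists and 1 adjusted probe in males. With spots of a probe kept apart the retinal neuron list reversed to 0.0885. Camera with an estimated correlation left the medians as they are and gave p = 0.0797 for the X-linked difference (0.0664) and p = 0.0927 for the lens list (-0.56), while both passed fry.

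The representative *Xist* probe gave r = -0.61 with X-linked probes up (permutation p = 0.0469). Over the 10 eyes of Fig. 6c with that probe, r was -0.69, -0.78 and -0.82 for X-linked probes up, autosomal probes up and autosomal probes down, with spots kept apart also -0.67 (permutation p = 0.0349), -0.75 (permutation p = 0.0148) and -0.80, and with slide means also taken out -0.76 for autosomal probes down (permutation p = 0.0289). With slide means taken out over 11 eyes r reversed to 0.10 and 0.0723 for the 2 autosomal relations.

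Leaving out each WT or *Ftx*-/Y eye in turn gave 224 to 914 autosomal probes up, 99 to 642 autosomal probes down, 15 to 40 X-linked probes up, 4 to 16 X-linked probes down and 0 to 369 adjusted probes in males, 3149 to 5022 adjusted probes in females, an X-linked difference of 0.0493 to 0.0715 (camera p from 0.0285 to 0.0649) and 1 to 3 marker lists. Without WT male 3 the males had 914 autosomal probes up and 642 down, and 40 X-linked probes up and 16 down and 369 adjusted, and without WT male 2 they had 224 autosomal probes up and 99 down, and 15 X-linked probes up and 5 down and 0 adjusted by limma. Autosomal probes up in males were 303 without WT male 1 and 303 without *Ftx*-/Y male 3, autosomal probes down 137 without WT male 1, 527 without *Ftx*-/Y male 1, 155 without *Ftx*-/Y male 2 and 172 without *Ftx*-/Y male 3, X-linked probes up 15 without *Ftx*-/Y male 2, and X-linked probes down 14 without *Ftx*-/Y male 1. Adjusted probes in males were 1 without WT female 1 and 1 without WT female 4, and by limma 0 without WT male 1, *Ftx*-/Y male 2 or *Ftx*-/Y male 3. Without WT female 1 the females had 3149 adjusted probes and an X-linked difference of 0.0493 (camera p = 0.0649), and without WT female 4 there were 3 marker lists. In females the erythroid list ran from -0.0808 to 0.0943 and the mesenchyme list from -0.0191 to 0.28, both lowest without WT female 1, and the endothelium list from -0.0695 to 0.19, lowest without WT female 2. For single probes and the lists other than lens, 1066 of 1301 values under the alternatives kept their direction and their side of the threshold, 164 were no longer past it, 54 passed it newly and 17 reversed.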

Differences from the paper's values

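The comparisons with the 10 eyes of Fig. 6c and with the methods' t-test on 22 arrays for *Xist* were chosen after seeing the values, and all other alternatives in this part were set before the data were examined.

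The paper shows about 300 autosomal genes up in *Ftx*-/Y males in Fig. 4b, read by eye, and 469 probes were called here. The value is within the limit of 1.5 times with the second array of each *Ftx*-/- eye (447), 1 probe per gene symbol (359), without repetitive probes (444), with the slide as a fixed block (309), the replicate block (436), the methods' t-test on eyes (248), and without WT male 1 (303), WT male 2 (224), *Ftx*-/Y male 2 (345) or *Ftx*-/Y male 3 (303). It is not under the other 3 normalizations, the series table values, the other 3 filters, the first array of each eye, spots kept apart, the 2 groups alone, the scan as a fixed block, the adjusted p, or without WT female 1, 2 or 4, WT male 3 or *Ftx*-/Y male 1.

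For X-linked genes up in *Ftx*-/Y males the paper shows about 16 in Fig. 4b, read by eye, and 25 probes were called here. The value is within the limit with the second array of each eye (23), 1 probe per gene symbol (23), the 2 groups alone (23), the slide as a fixed block (23), the replicate block (22), the methods' t-test on eyes (13), and without WT male 1 (24), WT male 2 (15), *Ftx*-/Y male 2 (15) or *Ftx*-/Y male 3 (18). It is not under the other 3 normalizations, the series table values, the other 3 filters, the first array of each eye, spots kept apart, without repetitive probes, the scan as a fixed block, the adjusted p, or without WT female 1, 2 or 4, WT male 3 or *Ftx*-/Y male 1.

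The R2 values that the paper prints in Fig. 6c, read by eye, are about 0.47 for X-linked genes up, about 0.55 for autosomal genes up and about 0.63 for autosomal genes down, and those over 11 eyes with the mean of the *Xist* probes are 0.213, 0.0482 and 0.176. Of the alternatives set beforehand, the representative probe brings the first within the limit (0.377) and none brings the autosomal ones there (0.108 and 0.32 with that probe), and no other normalization, filter, choice of arrays, features, fold limits or eyes set beforehand does so for any of the 3. Over the 10 eyes of Fig. 6c with the representative probe, a setting chosen after seeing the values, R2 is 0.481, 0.608 and 0.678, and with spots of a probe kept apart 0.453, 0.558 and 0.643, also chosen after seeing the values.

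For the mean of the *Xist* probes the paper gives the paper's P of 0.015, and the methods' t-test with 1 value per eye gives 0.00929 here. With each of the 22 *Ftx*-/- arrays as a replicate it gives 0.0150, a setting chosen for this value after seeing the values. No alternative set beforehand was run for this P.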

Other observations

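In this part the tests of the slide, of differences that WT eyes also show, of exchanged labels, of the probes with GAA repeats and of eye 8 were chosen after the result was seen, and the tests of GC content, of other splits, of the number of eyes and of blood were set beforehand.

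The number of probes changed in *Ftx*-/- females was reached by 1 of 100 splits of the 14 female eyes, the real one, so chance can be excluded and a difference between slides cannot. For *Ftx*-/Y males 1 of 10 splits did, and 10 splits cannot exclude chance. The larger number in females than in males is not due to 11 mutant female eyes against 3 mutant male eyes, since 0 of 100 draws of 3 *Ftx*-/- eyes fell to the number in males. For the number of probes with an unadjusted interaction p under 0.05, 7 of 100 splits were as large, so chance cannot be excluded. Most of the values of the 7 *Xist* probes, or of the 3 Y-linked probes well above background on all WT male arrays, went against the label in 0 eyes, which argues against an exchange of labels between sexes. *Ftx*-/- female 6, with 2 of 6 such Y-linked values well above background, had all *Xist* probes well above background on both arrays. The slide cannot be told apart from the genotype in females, as no slide holds both groups. The 3 *Ftx*-/- eyes of slide 2 were also set against all other female eyes, WT eyes among them. Then 1995 probes passed the criteria and 1785 had a limma adjusted p under 0.05, so a grouping by slide also gave many changed probes. In the *Ftx*-/Y males of slide 2 against the one of slide 1, 55.7% of the probes called in females moved in the direction of the female change, and in the *Ftx*-/Y male of slide 1 against the WT males of slide 1, within the slide, 82.4% did (correlation with the female change 0.56). A difference that WT eyes also show could be part of the change: of the differences of single WT males from the other WT males, the largest in size had a correlation of 0.588 in size with the female change (-0.59, WT male 2), and WT male 3 had one of 0.49, all on slide 1. A biological effect of the mutation stays open.

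Across probes the female change had a correlation of -0.49 with GC content (-0.20 in males). The slope was -0.23 per 10% of GC across probes and -0.20 (standard error 0.00813) between probes of one gene, a ratio of 0.862 over 1851 genes, so probe chemistry or RNA quality is a candidate explanation for part of the changes, as genes alone would give no slope between probes of one gene. It is not the whole cause, since with the trend taken out 1 of 100 splits, the real one, had as many called probes. The slope per eye was -0.30 to -0.18 in *Ftx*-/- females and -0.03 to 0.06 in WT females. On slide 2 the *Ftx*-/Y eyes had 0.354 times the slope of the *Ftx*-/- eyes, which argues against slide 2 as the source of the trend there. For the X-linked minus autosomal difference, 1 of 100 splits was as large and chance can be excluded, and 12 of 100 were as large after the trend was taken out, which left a difference of 0.0203, so probe GC content may account for most of it. With the slide as a fixed block the difference had a camera p of 0.0325, and the X-linked minus autosomal median log2 fold change, mutant females, with the scan as a fixed block was 0.0656 (camera p = 0.0596). In both the step from slide 1 to the others rests on 1 *Ftx*-/Y eye of slide 1 and 2 of slide 2, so the slide cannot be told apart from the genotype here. Whether some X-linked genes fail to be inactivated stays open. *Xist* fell by more with the GC trend taken out (-0.62), so the trend does not explain its fall, while the slide cannot be told apart from the genotype although all 11 *Ftx*-/- eyes lay below every WT female eye.

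With slide means taken out, the largest r, with the sign over all 11 eyes, of the mean of the *Xist* probes with the number of changed probes was -0.0617, so that relation could follow the slides. Over the 10 eyes with the representative probe r was then -0.35, -0.55 and -0.76 (permutation p = 0.608, 0.264 and 0.0289), so for the relations together the slide cannot be told apart. The slope with GC content per eye had a correlation of -0.71 with the number of changed probes (permutation p = 0.0175), which a steeper slope brings about whatever the *Xist* level, and of -0.02 with the *Xist* level itself (permutation p = 0.961), which the trend as the cause would not give. With the GC trend taken out, r was -0.17 for the Xist level against X-linked probes up, -0.0549 for the Xist level against autosomal probes up and -0.44 for the Xist level against autosomal probes down, weaker for 2 of the 3, so GC content cannot be told apart over 11 eyes. Leaving out eye 8 together with the use of the representative probe could account for the R2 values of Fig. 6c, from which those with spots also kept apart differ by 0.0142 at most. With the mean of the 7 probes, leaving out eye 8 gave r of -0.50, -0.59 and -0.61 (permutation p = 0.146, 0.0777 and 0.0640). A biological relation stays open.

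In *Ftx*-/Y males the erythroid list had a median log2 fold change of 0.92 (10 of 10 probes higher, camera adjusted p = 2.7e-10, fry adjusted p = 0.0229, estimated correlation p = 0.0194), with 9 probes adjusted over the list alone and 0 over all probes by limma, where 9 passed the unadjusted criteria. More blood in the dissected eyes of mutant males could explain it, as the erythroid probes move together over eyes with group means taken out (median pairwise correlation 0.683). The *Ftx*-/- eyes of slide 2 had 0.315 times the change of the *Ftx*-/Y eyes of that slide, and with 1 *Ftx*-/Y eye on slide 1 (0.31, against 1.25 for the mean of the 2 on slide 2) the slide cannot be told apart. An effect of the mutation stays open and untested.

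A set of 57 probes with GAA repeats, which are repetitive, differed between eyes, from -1.20 to 1.44 against the WT female mean. The lowest eye was *Ftx*-/- female 2 and the highest WT male 3. The probes for *Ermn*, *Gab3* and *Rhox8* were likewise lowest among *Ftx*-/- eyes in female 2 and highest among male eyes in WT male 3. For the set, the largest range within a slide was 3.76 times the range of the slide means, which argues against the slide. No biological explanation was tested.

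The other lists in *Ftx*-/- females had median log2 fold changes of 0.81 (pigment, camera adjusted p = 0.0537), 0.02 (erythroid, mean 0.23, 0.333), 0.05 (mesenchyme, 0.812), 0.07 (endothelium, mean -0.07, 0.841), -0.33 (retinal neuron, 0.0537) and 0.10 (retinal progenitor, 0.333). In *Ftx*-/Y males they were -0.45 (pigment, 0.0610), -0.10 (mesenchyme, 0.719), -0.29 (endothelium, 0.0563), 0.08 (retinal neuron, 0.719) and 0.10 (retinal progenitor, 0.0563). The interaction was 1.5 for pigment, -0.72 for erythroid and -0.26 for retinal neuron genes, each past camera and not fry.

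*B2m*, the reference gene of the RT–qPCR, had a log2 fold change of 0.76 in *Ftx*-/- females (exact permutation p = 0.00275, two-sided, the smallest possible), and 0.53 with the GC trend taken out. Relative to *B2m* on the arrays, *Tmem29*, *Ogt* and *Gab3* had log2 fold changes of -0.12, -0.12 and 0.23 (exact permutation p = 0.387, 0.618 and 0.687), and the *Xist* probes -1.30 (exact permutation p = 0.00275). The probe for *Pgk1* lies on chromosome 3 in the files and had a log2 fold change of 0.29 (limma adjusted p = 0.0171).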
